# Nanoscale dynamics of enhancer–promoter interactions during exit from pluripotency

**DOI:** 10.1093/nar/gkaf1255

**Published:** 2025-12-08

**Authors:** Gabriela Stumberger, David Hörl, Dimitra Tsouraki, Clemens Steinek, A Marieke Oudelaar, Heinrich Leonhardt, Hartmann Harz

## Abstract

While compelling genetic evidence supports the role of enhancers in regulating promoter activity even over large genomic distances, it remains unclear to what extent physical proximity to promoters is required. To address this, we combined fluorescence *in situ* hybridization (FISH) with super-resolution microscopy and Tri-C to examine enhancer–promoter (E–P) distances and regulatory element clustering at regulated loci (*Nanog, Dppa3, Dnmt3a, Sox2, Prdm14*) during the transition from naive to primed pluripotency in mouse embryonic stem cells. Despite transcriptional changes of several orders of magnitude, most genes show no major alterations in median E–P distances or in the probability of multiway contacts across states. However, Tri-C reveals a weak enrichment of multiway contacts at *Nanog* in naive cells, where it is highly expressed. Because transcription often occurs in transient bursts within a subset of cells, we combined RNA and DNA FISH to identify active alleles. For *Nanog* and *Dppa3*, reduced E–P distances correlate with transcriptional activity. Together, these findings support models in which transcription is associated with transient E–P proximity and suggest that multiway contact formation among regulatory elements may contribute to gene regulation.

## Introduction

In recent years, it has become clear that in addition to genetic elements such as enhancers and transcription factors, physical aspects such as the spatial and temporal proximity of these elements also regulate transcription, which is important for disease [1] and development [2]. While it is commonly accepted that enhancer–promoter (E–P) interactions can drive gene expression through the recruitment of transcription factors and RNA Pol II, several conflicting models describe how regulatory elements communicate (reviewed in [3]).

On the one hand, action-at-a-distance models propose that direct physical contact between enhancers and promoters is not required for a functional interaction. This view is supported by imaging studies, which report average E–P distances of ∼200–350 nm [4–11] at transcriptional activation, and by observations showing no [4, 6, 12, 13] or even inverse correlation between E–P proximity and transcription at the respective locus [11, 14]. Some variants of these models suggest that E–P communication occurs via phase-separated compartments enriched in transcription factors, coactivators, and RNA polymerase II, ranging several hundred nanometers in diameter [6, 15–19]. Alternatively, the transcription factor activity gradient model posits that enhancer-bound coactivators (e.g. p300) modify nearby transcription factors (e.g. acetylation), creating a gradient of active TFs diffusing from the enhancer [20]. On the other hand, structural studies of various components involved in transcription (eg. Mediator–Pol II pre-initiation complex) [21–24] and measurements showing reduced E–P distances upon transcriptional activation [9, 10, 25–28], support a direct-contact model, in which enhancers physically interact with promoters over short spatial distances. This discussion is further complicated by the fact that eukaryotic genes, especially those encoding developmental regulators, are typically regulated by multiple enhancers. Recent studies have suggested the existence of multi-enhancer hubs or nested microcompartments, where several (genomically distant) *cis* regulatory elements cluster in close spatial proximity to each other, activating transcription [29−31]. However, it is still unknown how frequent these multiway hubs are in single cells and whether they play any role in regulating gene expression. Another subject of discussion is the duration of communication between the respective elements. While classical studies assume stable loops, live cell studies show that the interactions of chromatin elements are dynamic, with contact durations in the range of 10–30 min, possibly even significantly shorter in the case of E–P interactions (reviewed in [3]).

Both sequencing-based and microscopic methods for studying genome architecture have undergone significant advances in recent years [27, 32–42] and have led to a deeper understanding of genome organization. These two methodological approaches are complementary: while microscopy can provide single-cell data, sequence-based methods enable the detection of rare events within large populations.

Here, we utilize oligo-based DNA fluorescence *in situ* hybridization (FISH) combined with super-resolution microscopy and Tri-C, to investigate E–P 3D distances of five differentially expressed genes (*Nanog, Dppa3, Dnmt3a, Sox2, Prdm14*) during the naive to primed transition in mouse embryonic stem cells (mESCs). This developmental transition is known to involve extensive epigenetic reprogramming and conformational changes at regulatory elements [43–46]. We observe that for most, but not all measured genes, both pairwise and multiway E–P conformations undergo only minor changes in distance and contact frequency between naive and primed states. Tri-C data reveal a modest enrichment of multiway contacts at the *Nanog* locus in naive cells, where this protein is highly expressed. Furthermore, we could show that at the *Nanog* and *Dppa3* loci, actively transcribed alleles display significantly shorter E–P distances, supporting the notion that spatial interactions between enhancers and promoters are transient.

## Materials and methods

### Cell culture

Naive J1 mESCs were cultured in serum-free media consisting of: N2B27 [50% neurobasal medium (Life Technologies), 50% Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Life Technologies)], 2i [1 μM PD032591 and 3 μM CHIR99021 (Axon Medchem)], 1000 U/ml recombinant leukemia inhibitory factor (LIF; Millipore), and 0.3% bovine serum albumin (BSA; Gibco), 2 mM L-glutamine (Life Technologies), 0.1 mM B-mercaptoethanol (Life Technologies), N2 supplement (Life Technologies), and B27 serum-free supplement (Life Technologies). Naive mESCs were cultured on 0.2% gelatin-coated flasks.

To derive primed mSCs, naive mESC were plated on Geltrex (Gibco) diluted 1:100 in DMEM/F12 medium (Gibco) and transferred to the same serum-free media used for naive mESCs, without 2i, LIF, and BSA and supplemented with 10 ng/ml Fgf2 (R&D Systems), 20 ng/ml Activin A (R&D Systems), and 0.1× Knockout Serum Replacement (Life Technologies). Cells were differentiated for 7 days, splitting every 2–3 days. All cells were tested negative for Mycoplasma contamination by polymerase chain reaction (PCR).

### Quantitative real-time PCR

To validate the identities of naive and primed cell types and confirm the transcription levels of selected pluripotency genes, quantitative real-time PCR (qRT-PCR) was performed (Supplementary Fig. S1C). Total RNA was isolated using NucleoSpin RNA, Mini kit for RNA purification (Marcherey-Nagel) according to the manufacturer’s instructions. cDNA was synthesized using the High-Capacity complementary DNA (cDNA) Reverse Transcription Kit (Applied Biosystems) with 500 ng RNA as input. qRT-PCR with primers (Supplementary Table S1) was performed in 10 μl reactions with 5 ng cDNA as input. Luna^®^ Universal qPCR Master Mix (New England Biolabs) was used for detection. The reactions were run on a LightCycler480 (Roche).

### Immunofluorescence for validation of cell identity

To further validate the identities of naive and primed cell types at a single-cell level, immunofluorescence of four key marker genes was performed (Supplementary Fig. S1A and B). NANOG and ESRRB were used as naive markers, together with OTX2 and OCT6 as primed markers [47–52]. Cells were seeded on Geltrex (Gibco) coated coverslips (12 × 12 mm) at a density of 10^5^ cells per cm^2^ on the previous evening. The following steps were performed at room temperature. Next morning, cells were washed 2× with 1× Dulbecco’s Phosphate buffered saline (PBS) and fixed with methanol-free 4% formaldehyde (Polysciences, 18814-20) in 1× PBS for 10 min. Cells were rinsed with 1× PBS and washed with 1× PBS for 5 min. Cells were permeabilized with 0.5% Triton X-100 (Sigma–Aldrich) in 1× PBS for 15 min, rinsed with 1× PBS and then washed with 1× PBS. Cells were blocked in 2.5% BSA for 1 h and incubated with primary antibodies for 1 h. The samples were washed 3× for 5 min with 1× PBST and incubated for another 1 h with secondary antibodies. Samples were washed 3× for 5 min with 1× PBS with 0.2% Tween 20 (Carl Roth) (PBST). DNA was counterstained with DAPI (4′,6-diamidino-2-phenylindole) (1 μg/ml in 1× PBS) for 5 min and washed 2× with 1× PBS. Slides were mounted in Mowiol (2.5% DABCO (1,4-diazabicyclo [2.2.2]octane), pH 8.5), dried for 30 min and sealed with nail polish. For a list of used antibodies, see Supplementary Table S2.

### Processing published raw sequencing data for putative enhancer calling model input

To obtain the .bam files required for the activity-by-contact (ABC) -model input, the data needed to be reprocessed. For ATAC-seq (GEO: GSE131556) and H3K27ac data (GEO: GSE156261) [48] the raw sequences were downloaded from GEO [53, 54] using SRA-Toolkit [55] For ATAC-seq, sequences were quality trimmed using TrimGalore (zenodo.org/records/7598955), discarding reads shorter than 15 bp. Reads were aligned to mm9 using bowtie2 [56] with parameters ‘–very-sensitive –trim3 1 -X 2000’. Mitochondrial reads and PCR duplicates were removed using Piccard tools (broadinstitute.github.io/picard/). Peaks were called using Genrich (github.com/jsh58/Genrich) in ATAC-seq mode, with otherwise default parameters. Bigwig files for visualization were created using deepTools [57] bamCoverage with ‘–binSize 10 –normalizeUsing RPKM’.

Raw H3K27ac ChIP-seq sequences were quality controlled with FastQC v0.12.1(www.bioinformatics.babraham.ac.uk/projects/fastqc/) and the output was summarized with MultiQC [58] Reads were aligned to the mm9 genome using bwa mem 0.7.10-r789 [59] using default parameters. Mitochondrial reads, Y chromosome, and nonchromosome scaffolds were removed. Bigwig files for visualization were created using deepTools bamCoverage with ‘–binSize 30 –normalizeUsing RPKM’.

### Putative E–P pair calling

Putative E–P pairs in naive and primed cells were called using the ABC model [60] with default parameters. The epigenetic signal was normalized to the K562 data provided in the model. As input, already published ATAC-seq (GEO: GSE131556), H3K27ac ChIP-seq (GEO: GSE156261), RNA-seq (GEO: GSE131556) [48], and Hi-C (GEO: GSE124342) [61] data from naive and primed mESCs was used. Genes and transcription start sites were annotated as described in [60]. mm9 blacklisted regions from [62] were used. The generated datasets and interactions were visualized using CoolBox [63]. A complete list of all called enhancers in the genome will be provided on request.

### Target selection

Genes were first filtered for developmental genes which show significant changes in gene expression during the differentiation from naive to primed mouse stem cells. Genes with at least three putative enhancers over both states were then selected. It is important to note that the selected enhancers are putative and do not represent a comprehensive list of all enhancers of a gene. For chosen E–P pairs see Supplementary Tables S2 and S3 and Supplementary Fig. S2. For target coordinates (mm9) see Supplementary Table S4. For information on which of the chosen enhancers have previously been functionally validated see Supplementary Table S2.

### Probe design

For oligoDNA FISH probes, a 20 kb region around each target was tiled into nonoverlapping 40 bp oligonucleotides. These were filtered for uniqueness against the mm9 genome using BLAT [64] (default settings), retaining those with <5 matches and excluding repetitive sequences. Melting temperatures were constrained to 30–60°C in 50% formamide. This approach was tailored to a higher probe density [65], compared to other published design tools, optimized for whole-genome coverage or chromosome walking [66−68]. A 20 bp barcode was appended to the 3′ ends for visualization via fluorescently labeled readout oligos. RNA SABER FISH probes against introns were designed with PaintSHOP [69]. A complete list of probe sequences can be found in Supplementary Table S5 and S6.

### Probe synthesis

DNA FISH probes were synthesized as described previously [67, 70] with adaptations. Briefly, the target oligos were amplified from the template oligopool (GenScript) via PCR using 20 nt primers (obtained from PaintSHOP, ordered from Merck), according to the manufacturer’s instructions (BIO-21110, Bioline). The PCR product was purified using columns (#740609, Macherey-Nagel).

The purified DNA was converted to RNA via a high yield *in vitro* transcription (IVT) according to the manufacturer’s instructions (#E2050S, New England Biolabs). Each 30 μl reaction consisted of ∼1 μg template DNA, 6.66 μM of each NTP, 20 U/μl RNaseOUT (Thermo Fisher) and 2 μl T7 polymerase mix. To maximize yield, the reaction was incubated at 37°C for 16 h.

DNA was removed by incubating the product from the IVT reaction with 2 μl DNase I (2 U/μl, M0303S, New England Biolabs) and 20 μl RNAse-free water at 37°C for 15 min. The RNA was purified using columns (#T2010, New England Biolabs) and converted to DNA via a reverse transcription (RT) reaction. Each 30 μl RT reaction contained 1/5 of the purified RNA from IVT, 2 μM of 41 nt froward RT primer with readout barcode, 1.5 mM each dNTP, 300 U Maxima H Minus Reverse Transcriptase (#EP0751, Thermo Fisher), and 1× RT buffer. The reaction was incubated at 50°C for 1 h and inactivated at 85°C for 15 min.

The template RNA was removed by incubating the product from the RT reaction with 20 μl of each 0.5 M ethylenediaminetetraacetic acid (EDTA) and 1 M NaOH at 95°C for 15 min. The DNA product was purified using columns (#T1030L, New England Biolabs) and eluted in 15 μl ultra-pure H_2_O and stored at −20°C. The quality of the probes was assessed using NanoDrop and poly-acrylamide gel electrophoresis.

SABER RNA FISH probes were synthesized as described in [71]. NOVA FISH probes were synthesized as described in [41].

Fluorescently labeled readout oligonucleotides were ordered from Eurofins/Ella Biotech. DNA FISH readout oligos were labeled with either Atto565 (spinning disk confocal microscopy) or Atto594 [stimulated emission depletion (STED) microscopy] for promoters and STAR635P for enhancers. Readout oligos for RNA FISH were labeled with Atto594.

### Fluorescence *in situ* hybridization

FISH was performed as described previously [65, 72], with minor modifications. Cells were seeded on Geltrex (Gibco) coated coverslips (12 × 12 mm) at a density of 10^5^ cells per cm^2^ on the previous evening. Next morning, cells were washed 2× with 1× Dulbecco’s PBS and fixed with methanol-free 4% formaldehyde (Polysciences, 18814-20) in 1× PBS for 10 min. Cells were rinsed with 1× PBS and washed with 1× PBS for 5 min. Cells were permeabilized with 0.5% Triton X-100 (Sigma–Aldrich) in 1× PBS for 15 min, rinsed with 1× PBS and then washed with 1× PBS.

For oligoDNA FISH only, cells were treated with 0.1 M HCl for 5 min and washed 2× with 2× saline-sodium citrate (SSC) buffer for 5 min. RNA was digested by incubating cells with 100 µg/ml RNase A (ThermoScientific) in 2× SSC for 30 min at 37°C. After washing 2× with 2× SSC, cells were pre-equilibrated in 50% formamide (Merck) in 2× SSC for 60 min. The coverslip was placed cell-side down onto 4.5 µl of hybridization solution [0.05–0.2 nM probe, 50% formamide, 10% dextran sulfate (Sigma–Aldrich), 0.125% Tween 20 (Carl Roth), 2× SSC] and sealed with rubber cement (Marabu). Slides were placed on a heat block at 81°C for 3 min and incubated at 37°C overnight (16–20 h). After incubation, coverslips were washed 2× with 2× SSC for 15 min, followed by two washes with 0.2× SSC at 56°C, 2 washes with 4× SSC and one wash with 2× SSC. The second hybridization was performed in 20 µl of secondary hybridization solution (250 nM fluorescently labeled barcode, 10% dextran sulfate, 35% formamide, 2× SSC) for 30–120 min at room temperature. Cells were then washed 1× with 30% formamide in 2× SSC for 7 min at 37°C, 2× with 2× SSC for 5 min, 1× with 0.2× SSC at 56°C, 1× with 4× SSC for 5 min, and 1× with 2× SSC for 5 min. Sample were post-fixed with 4% PFA in 2× SSC for 10 min and washed 2× with 2× SSC for 5 min. DNA was counterstained with DAPI (1 μg/ml in 2× SSC) for 5 min and washed 2× with 2× SSC. Slides were mounted in MOWIOL (2.5% DABCO, pH 8.5), dried for 30 min and sealed with nail polish. The same procedure was applied for NOVA FISH, omitting the secondary probe hybridization.

For sequential SABER RNA and oligoDNA/NOVA FISH, cells were seeded into Geltrex-coated channel slides (#80161, Ibidi) and pre-treated as described above, omitting RNA digestion and using RNase-free reagents. After permeabilization, cells were washed with 2× SSC. The slide was filled with 200 µl hybridization solution (same as for DNA FISH with 1–2 nM probe) and incubated at 42°C for 2 days. Cells were then washed 2× with 2× SSC at 37°C for 10 min, 2× with 0.2× SSC at 60°C for 5 min, 1× with 2× SSC and transferred into 1× PBS. Cells were incubated with 100 nM readout probe in 1× PBS and 1 μg/ml DAPI for 1 h at 37°C. The cells were washed with 1× PBS at 37°C for 5 min and rinsed 2× with 1× PBS. Cells were post-fixed with 4% formaldehyde and washed with 1× PBS for 5 min. To enable later alignment of RNA and DNA images, the sample was incubated with FluoSpheres (505/515 nm, #P7220, Thermo Fisher) diluted 1:50 in 1× PBS for 15 min. Nonattached beads were washed away by rinsing 3× with 1× PBS. The sample was imaged in 1× PBS with 2.5% DABCO. After imaging the RNA, the slide was rinsed with 1× PBS and treated as described in the DNA FISH protocol above. Imaging was again performed in 1× PBS with 2.5% DABCO.

### Microscopy

Images of pairwise contacts relating to Fig. 1 were acquired using spinning disk confocal microscopy on a Nikon TiE, equipped with a Yokogawa CSU-W1 spinning-disk confocal unit (50 μm pinhole size), an Andor Borealis illumination unit, Andor ALC600 laser beam combiner (405/488/561/640 nm), Andor IXON 888 Ultra EMCCD camera, and a Nikon 100×/1.45 numerical aperture (NA) oil immersion objective, as also described in [65, 73]. The microscope was controlled via NIS Elements (Nikon, ver. 5.02.00). To ensure an unbiased selection of cells, most images were taken automatically, using NIS-Elements JOBS (Nikon). Images were acquired at 405, 561, and 640 nm using 10%, 75%, and 75% laser powers, with corresponding exposure times of 50, 100, and 50 ms.

**Figure 1.**
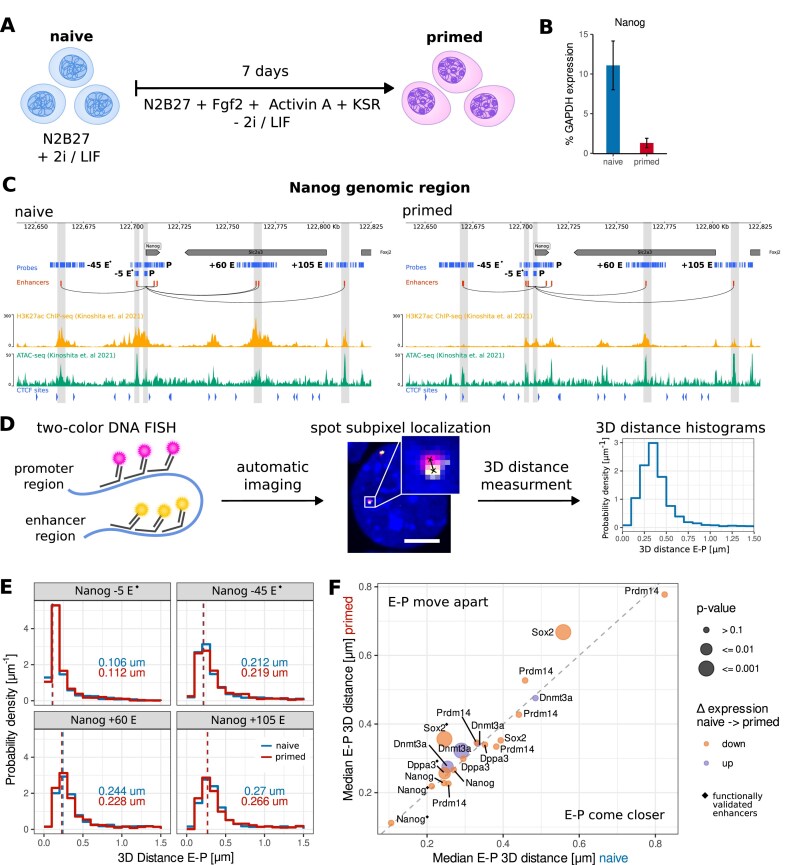
E–P distances of selected differentially expressed genes show small changes during differentiation from naive to primed mESCs. **(A)** Cell culture model of naive to primed transition in mESCs. **(B)** Changes in *Nanog* transcription levels (% GAPDH transcription) in naive and primed cells measured by qRT-PCR. The graph depicts median ± standard error of the mean (*n* = 5 biological replicates). **(C)**  *Nanog* genomic region for naive and primed cells, showing from top to bottom: DNA oligoFISH and NOVA FISH probes against promoter and selected enhancers, all predicted enhancers, connection of *Nanog* promoter to its enhancers, H3K27ac ChiP signal (from [48]), ATAC-seq signal (from [48]), CTCF binding motifs, and targeted enhancer regions (vertical gray stripes). Functionally validated enhancers are marked by ^◆^. **(D)** Experimental workflow: regions of interest are marked with two-color DNA oligoFISH, the samples are imaged automatically with spinning disk confocal microscopy, FISH spots are detected automatically with subpixel localization accuracy and 3D distances between matched E–P spots are calculated to produce a E–P distance distribution of the population. Scale bar represents 1 μm. **(E)** 3D distance [μm] distributions between *Nanog* promoter and its −5, −45, +60, and +105 (putative) enhancers in naive and primed cells. Dashed line and number next to the histogram represent the median distance. The changes between naive and primed cells are not significant (*P* > 0.05, two-sided Wilcoxon rank sum test, BH correction). From closest to furthest enhancer: *n*_naive_ = 916, 1718, 837, 1220; *n*_primed_ = 1037, 1038, 1362, 701; three biological replicates each. **(F)** Change in median 3D E–P distance [μm] of genes down- and up-regulated during the naive to primed transition. E–P pairs above the diagonal show increased distances during differentiation, while distance in pairs below the diagonal decreases. Each circle refers to a different enhancer. The test of statistical significance is the same as in panel (E). Functionally validated enhancers are marked by ^◆^.

Imaging of experiments related to Fig. 2 was performed using STED super-resolution microscopy on a 3D STED microscope (Abberior Instruments), equipped with three pulsed excitation lasers (485, 594, and 640 nm), one pulsed depletion laser (775 nm), and Avalanche photodiodes for detection. All acquisitions were performed using a 100× UPlanSApo 1.4 NA oil immersion objective (Olympus). Imaging of Fig. 3 was performed using the same microscope in confocal mode.

**Figure 2.**
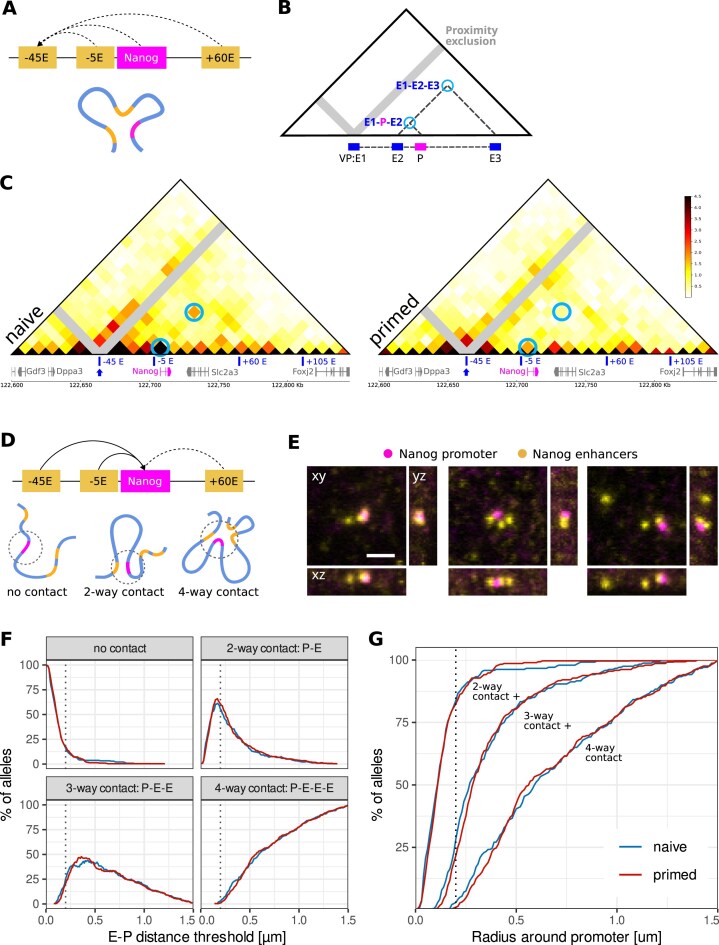
Changes in multiway E–P contacts at the *Nanog* locus during the naive to primed differentiation. **(A)** Schematic representation of Tri-C viewpoint (VP) and possible interactions at the *Nanog* locus. **(B)** Schematic representation of Tri-C data visualization. VP-specific contact matrices show the interaction frequencies at which the viewpoint interacts with two genomic regions simultaneously. Proximity signals around the viewpoint are excluded (gray stripes). **(C)** Tri-C contact matrices of the *Nanog* locus (chr6: 122,600,000–122,845,000; 10 kb resolution; mm10) in naive and primed cells. The data is shown from the viewpoint of the –45 enhancer. Contacts between 45E–P–5E, as well as between 45E–P–60E are highlighted with blue circles. **(D)** Schematic representations of possible E–P constellations: promoter does not contact enhancers; promoter contacts one enhancer at a time; promoter contacts several enhancers at the same time. **(E)** STED microscopy images (maximum intensity projections) of enhancer and promoter constellations for *Nanog* and enhancers shown in panel (D). Scale bar represents 1 μm. **(F)** Interaction frequencies between a promoter (P) and different numbers of enhancers for a range of contact thresholds [µm]. Naive cells are plotted in blue, primed in red. *n*_naive _= 240, *n*_primed _= 291 over three biological replicates. **(G)** Cumulative plot of data shown in panel (F). The curves represent interaction frequencies between a promoter and at least 1, 2, or 3 enhancers (two-way+, three-way+, or four-way contact) over a range of contact thresholds [µm].

**Figure 3.**
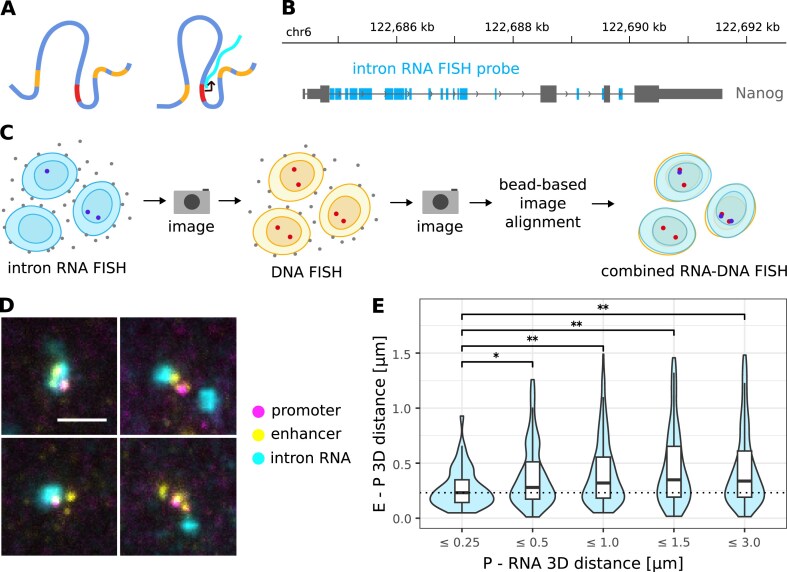
Shorter E–P distances correlate with active transcription. **(A)** Schematic representation: do enhancer and promoter come closer when the gene is actively transcribed? **(B)** Genomic location of *Nanog* intron RNA FISH probes. **(C)** Experimental workflow: intron RNA is marked by RNA FISH, imaged, promoters and enhancers are marked by DNA FISH, imaged, then RNA and DNA images are aligned using fiducial markers. **(D)** STED microscopy images (maximum intensity projections) of promoter (magenta), enhancers (yellow), and intron RNA (cyan) for *Nanog*. Scale bar represents 1 μm. **(E)** E–P 3D distance [µm] changes significantly based on distance of nascent RNA to P (*P* < 0.05: *, *P* < 0.005: **, two-sided Wilcoxon rank sum test). *n*_≤0.25_ = 46, *n*_≤0.5_ = 156, *n*_≤1_ = 272, *n*_≤1.5_ = 172, *n*_≤3_ = 259 over three biological replicates.

To enable measurement of many E–P configurations in individual cells, we automated STED imaging using Python (version 3.7 or later) via the SpecPy (v.1.2.3) (github.com/certified-spec/specPy) interface to the Imspector microscope control software (v.16.3) [65, 74]. In short, we had our system acquire confocal overview stacks (50 × 50 × 5 µm FOV in xyz, 150 × 150 × 250 nm pixel sizes) in a regular grid or spiral. After each overview, we detected co-localizing promoter and enhancer signals and proceeded to acquire small STED stacks (2.5 × 2.5 × 2.5 µm, 30 × 30 × 150 nm pixel size) around each detection before moving on to the next overview. For samples with sequential RNA and DNA FISH, green FluoSpheres (505/515 nm, #P7220, Thermo Fisher) were imaged in all overview stacks.

### Chromatic aberration correction

Correction of chromatic aberrations for spinning disk images was done based on calibration samples of cells covered with Tetraspeck four-color fluorescent microspheres (100 nm diameter). To estimate the chromatic shift between two channels, we detected beads in both channels as local maxima above a user-defined threshold after applying a DoG filter. We then estimated subpixel coordinates of the detections by fitting a 3D Gaussian function in the local environment of the bead. As shifts were generally small, we matched bead coordinates in one channel to the closest coordinate in the other (using linear assignment to prevent matching one bead with multiple partners and discarding matches with a distance above 1 μm). The matched coordinate pairs from multiple images were pooled and affine transformation parameters between them were estimated using least-squares fitting with RANSAC outlier removal. The resulting parameter matrices (for coordinates in physical units) were saved to a JSON text file.

To correct tables of FISH spot locations in new images, we loaded the transformation matrix of each channel to a reference channel and applied it to the coordinates of that channel (detections in the reference channel were left as-is). Notably, as our microscope allows for both top-to-bottom and bottom-to-top recording of z-stacks we also saved the direction to the parameter file. If a new image did not match the z-direction of calibration images, z-coordinates were flipped around the z-center of the image before correction and flipped back afterwards.

As we did not observe strong chromatic aberrations in STED images, and they are drastically reduced due to use of a single depletion laser for both excitation channels [75], we did not apply any coordinate corrections (except to align sequential DNA- and RNA-FISH) to STED data.

### Characterization of chromatic aberrations

Using the RANSAC-inlier coordinate pairs of the 561 and 640 nm channels of the calibration images, we constructed a linearly interpolated map of the shifts (Supplementary Fig. S3A). We observe a lateral (xy) zoom aberration across the field-of-view with shifts increasing radially from approximately the center, while axial (z) shifts remain relatively constant but nonzero across the field.

Our calibration dataset consists of 11 images, allowing us to quantify the chromatic aberration correction performance via cross-validation. We proceed in a leave-one-out fashion, estimating chromatic shift from 10 of the images and using it to correct the 11th, repeating until we have corrected all coordinates. The broad distributions of lateral shifts are drastically reduced and centered around zero after correction (Supplementary Fig. S3B). The z shifts still have a broad distribution (likely due to lower localization accuracy), but the systematic shift is corrected well.

### Image analysis

FISH spots were detected in each channel with sub-pixel accuracy using RS-FISH and Gaussian fitting [76]. Parameters ‘Thershold’ and ‘intensityThreshold’ were adjusted as necessary.

For spinning disk confocal images, the spot coordinates were corrected for chromatic aberrations (see above). Nuclear segmentation masks were generated from images of DAPI-stained nuclei, using a Cellpose [77] model, trained on naive- and primed- cell nuclei. FISH spots outside the nuclei or in nuclei with >2 spots were discarded. Spots in the promoter channel were matched to their nearest neighbor in the enhancer channel using Scipy linear sum assignment [78] and the Euclidean 3D distance between the 2 channels for each pair was calculated.

For STED images, the STED detail images were filtered for images containing 1 spot in the promoter channel, and the number of targeted enhancers in the enhancer channel. The Euclidean 3D distance between the promoter and all its enhancers was calculated. The expected inaccuracy of pairwise distance measurements is below 10nm [65].

To align sequential RNA and DNA FISH data, we detected fluorescent beads in the 488nm channel in the overview stacks of both rounds and converted their pixel coordinates to global coordinates by combining them with the stage position of the image. To match beads between rounds, we assigned each bead a descriptor based on the vectors to its nearest neighbors expressed in a local coordinate system via QR-factorization, similar to [79]. After matching beads based on descriptor distance, a similarity transform between the images was estimated using RANSAC. Finally, we applied this transform estimated from beads to the (global) coordinates of detected FISH spots to enable measurement of distances between RNA and DNA FISH signals. The mean alignment error per image was ∼460 nm.

Code for image analysis is available at github.com/CALM-LMU/enhancer-promoter.git or Zenodo: doi.org/10.5281/zenodo.14698025.

### Quantification of localization precision

To quantify localization precision in spinning disk measurements, we recorded 29 stacks of FISH samples of mESCs with a 20 kb region overlaping the *Nanog* promoter alternatingly stained with both ATTO565 and STAR635P (Supplementary Fig. S4A). Spots were detected in both channels using our standard pipeline of RS-FISH followed by Gaussian fitting. Affine chromatic aberration correction matrices were applied to the coordinates of the STAR635P channel. After correction, the x, y, and z components of vectors between matched spots (nearest neighbors were matched using linear assignment) are symmetrically distributed around zero with standard deviations of around 40 nm in z and 30 nm in x and y (Supplementary Fig. S4B). This inaccuracy estimation combines localization inaccuracies in both channels and remaining chromatic aberrations and due to the symmetric distribution around zero it should not introduce systematic bias, as it applies equally to all distance measurements. We quantified localization precision of STED measurements as part of a previous study [65] and found the expected inaccuracy of pairwise distance measurements to be below 10nm.

### Simulations of statistical power

To assess the effects of localization imprecision on statistical power, we performed simplified simulations in which we sampled two sets of vectors with random orientations and lengths drawn from a Maxwell–Boltzmann distribution (with scale parameter a picked so mean lengths match average distances observed in data). These vectors would correspond to the position of one of two FISH signals with the other one placed at the origin. We then simulated localization uncertainty by adding random “noise” vectors from a multivariate Normal distribution to each vector. The magnitudes of all resulting vectors were calculated, and the two distance distributions were checked for significant differences via a two-sided Wilcoxon rank-sum test. By repeating this procedure 1000 times and counting the fraction of significant tests, we get a measure of the statistical power (Supplementary Fig. S4C).

Using sample sizes and localization uncertainties approximately matching experimental data, we performed a grid search of various mean distances and differences in mean. To match spinning disk experiments, we use two equal samples of size 1500 and noise standard deviation of 40 nm. We estimate high statistical power at points in the parameter space corresponding to observed significant naive-primed differences. It should be noted that even when we sampled our noise vectors from a Normal distribution with nonzero mean (simulating uncorrected chromatic aberrations) or higher levels of inaccuracy, statistical power remained high, as both simulated distance distributions would be affected in the same way.

In conclusion, while remaining inaccuracies in the spot localization may skew the measured values, statistical significance of differences between two conditions/targets can still be determined with high power.

### Statistical analyses

Statistical analysis was performed using R (www.R-project.org/). Two-sided Wilcoxon rank sum tests were calculated for all comparisons. When comparing multiple groups, Benjamini–Hochberg (BH) false discovery rate correction was applied.

### Tri-C

For the Tri-C experiments, three independent biological replicates were performed as previously described [80, 81]. Briefly, 5 million cells per replicate were fixed in 5 ml culture medium using 2% formaldehyde (Thermo Fisher Scientific, 28908) at room temperature for 10 min while rotating. Formaldehyde was quenched with 125 mM ice-cold glycine, the cells were centrifuged at 4°C and 500 × *g* for 10 min and washed with cold PBS. The cell pellet was then resuspended in fresh lysis buffer (10 mM Tris, 10 mM NaCl, 0.2% Igepal CA-630, 1× cOmplete Protease Inhibitor cocktail), incubated at 4°C for 30 min and washed once with cold PBS. Restriction enzyme digestion was performed with 750 U DpnII (NEB, R0543S) at 37°C for 24 h. DpnII was subsequently inactivated at 65°C for 20 min and proximity ligation took place in 1× ligation buffer and 240 U T4 DNA ligase (Thermo Fisher Scientific, EL0013) at 16°C for 18 h. Ligation reactions were centrifuged at room temperature and 500 × *g* for 15 min, the pellets were resuspended in 300 μl of Tris–EDTA buffer (TE buffer; Sigma–Aldrich, 93283) and incubated with 3 U proteinase K at 65°C for 16 h, followed by an incubation with 7.5 mU of RNase (Roche, 11119915001) at 37°C for 30 min. DNA was subsequently extracted from the samples by mixing with equal volume phenol-chloroform-isoamyl alcohol mixture (Sigma–Aldrich, 77617) and centrifugation at room temperature and 12 600 × *g* for 10 min in prespun 5Prime light Phase Lock gel tubes (VWR, 733-2477). The upper aqueous layer was then mixed with 30 μl sodium acetate 3M, 1 μl GlycoBlue Coprecipitant (Thermo Fisher Scientific, AM9515) and ethanol 75% v/v at −20°C for 2 h. DNA was pelleted by centrifugation at 4°C and 21 000 × *g* for 30 min, washed with cold 70% ethanol, resuspended in TE buffer and concentration was determined with Qubit^TM^ 1× double-stranded DNA (dsDNA) Broad Range assay (Thermo Fisher Scientific, Q33266), according to the manufacturer’s instructions.

A total of 6.5 μg of DNA in 130 μl TE buffer were sonicated to fragments of 450 bp using a Covaris S220 Ultrasonicator (55 s; 10% duty factor; 140 W peak incident power; 200 cycles per burst) and fragments larger than 300 bp were size selected with 0.7× volume Mag-Bind TotalPure NGS beads (Omega Bio-tek, M1378-01). Four micrograms of each sample were indexed in duplicates (2 μg each) using the NEBNext Ultra II Library Prep kit for Illumina (NEB, E7645S). Briefly, samples were first incubated with 3 μl End Prep enzyme in 7 μl 10× End Prep buffer at 20°C for 45 min and 30 min at 65°C, followed by an incubation in 30 μl Ultra II Ligation Master Mix with 7 μl of NEBNext Adaptor and 1 μl Ligation Enhancer at 20°C for 30 min and a final incubation with 3 μl of the USER enzyme at 37°C for 30 min. Samples were then subjected to size selection with 1.8× volume Mag-Bind TotalPure NGS beads. Each sample was subsequently split in two indexing PCR reaction, performed with the Herculase II Fusion DNA polymerase kit (Agilent Technologies, 600677) by incubating 28.5 μl adaptor-ligated library, 5 μl NEB Universal primer, 5 μl NEB index primer, 10 μl Herculase II 5× buffer, 0.5 μl dNTPs and 1 μl Herculase II polymerase in a thermocycler at initial 98°C for 30 s, followed by 98°C for 10 s, 65°C for 30 s, 72°C for 30 s for 7 cycles and 72°C for 5 min. Samples were then subjected to clean-up with 1.8× volume Mag-Bind TotalPure NGS beads.

For the enrichment of fragments containing the viewpoints of interest, two subsequent hybridization reactions were performed using the KAPA HyperCapture Reagent kit (Roche, 9075828001) with biotinylated single-stranded DNA (ssDNA) probes complementary to the regions of interest. The ssDNA probes used for the Capture reactions were 100 nt long (Supplementary Table S7), designed using the oligo 0.2.0 python package (oligo.readthedocs.io/en/latest/) and ordered from Integrated DNA Technologies as two xGen^TM^ MRD Hybridization panels. Probes targeting positions found at a short distance on the genome were not included in the same panel. For the first hybridization reaction, 2 μg of each uniquely indexed library were combined in 1:1 mass ratio with 5 μl per library mouse Cot-1 DNA (Thermo Fisher Scientific, 18440016) and desiccated at 45°C in a vacuum centrifuge. The DNA pellet was then resuspended in 6.7 μl per library Universal Enhancing Oligonucleotides, 14 μl per library of Hybridization buffer, 6 μl per library Hybridization Component H and 4.5 μl per library diluted biotinylated oligonucleotides (2.9 nM per probe) and incubated at 95°C for 5 min and at 47°C for 72 h.

Pulldown of the viewpoint-containing fragments was performed with 51 μl of M-270 streptavidin Dynabeads (Thermo Fisher Scientific, 65306) per library and using the KAPA HyperCapture Reagent kit (Roche, 9075828001). Briefly, the beads were washed three times with 1× Bead Wash buffer at 47°C and incubated with the entire hybridization reaction at 47° and 600 rpm for 45 min, for the probes to bind to the beads. The bead-bound DNA was washed twice with 100 μl 1× Stringent Wash buffer per library at 47°C and 600 rpm for 5 min and consecutively with 100 μl 1× Wash buffer I, II, and III per library at room temperature for 1 min each time, resuspended in 40 μl per library PCR-grade water and subjected to clean-up with 90 μl per library Mag-Bind TotalPure NGS beads. Bead-bound DNA was PCR-amplified with 25 μl per library of 2× KAPA HiFi HotStart ReadyMix and 5 μl per library Post-Capture PCR Oligos as follows: initial 98°C for 45 s, followed by 98°C for 15 s, 60°C for 30 s, 72°C for 30 s for 14 cycles, and 72°C for 60 s. DNA was then subjected to cleanup with 90 μl per library Mag-Bind TotalPure NGS beads. All the captured DNA was used for a second capture reaction performed as described above but using the volumes for a single library and hybridization was performed for 24 h. Quality control was performed using D1000 TapeStation (Agilent Technologies, 5067-5583 and 5067-5582), Qubit^TM^ 1× dsDNA Broad Range assay (Thermo Fisher Scientific, Q33266) and fragment analyzer according to the manufacturers’ instructions. The libraries were sequenced with 300 cycles of paired-end reads on the Illumina NextSeq 2000 platform. Data analysis was performed using the CapCruncher pipeline [82] (github.com/sims-lab/CapCruncher) in capture mode against the mm10 genome assembly. Custom python scripts were used for the extraction of the reads with two or more *cis* reporter fragments, for the calculation of multiway interaction counts and the interaction matrix plotting [83].

## Results

### Changes in pairwise E–P distances during naive to primed transition 

To investigate whether E–P distances change when genes are upregulated/downregulated during differentiation, we utilized an *in vitro* model of the transition from naive to primed pluripotency in mESCs [84] (Fig. 1A and B). This transition is characterized by large gene expression changes and extensive rewiring of E–P contacts [43–46]. Cell state identities were validated via qRT-PCR and immunostaining of key marker genes (Supplementary Fig. S1A and B). We identified putative enhancers across both naive and primed states using the “Activity-by-contact model” [60]. From this set, we selected genes with at least three distinct enhancers, either functionally validated or predicted using the ABC model (Supplementary Table S3, Fig. 1C, and Supplementary Fig. S2). 

Target regions were visualized via oligonucleotide-based FISH (DNA oligoFISH) and imaged using two-color spinning disk confocal microscopy (Fig. 1D). For pairwise measurements of the *Nanog* –5 enhancer, the enhancer and promoter were visualized using nanoscopy-compatible oligonucleotides with dyes in variable arrays (NOVA FISH) [41] and imaged using automated STED super-resolution microscopy. Spots were detected with subpixel-localization accuracy using RS-FISH [76]. The subpixel localization in confocal images was refined using Gaussian fit (see the ‘Materials and methods’ section; Supplementary Fig. S4). To confirm that we have sufficient power to detect differences between naive and primed states, we performed simulations of statistical power (see the ‘Materials and methods’ section; Supplementary Fig. S4).

An ∼8.5× decrease in *Nanog* transcription (from 11% to 1.3% GAPDH transcription, Fig. 1B) was accompanied by nonsignificant differences (*P* >.05, two-sided Wilcoxon rank sum test with BH correction) in median 3D E–P distance (Fig. 1E). A similar trend was observed for E–P pairs of some measured genes (*Dppa3, Prdm14*). Notably, the largest, highly significant changes in E–P distance were observed between the *Sox2* promoter and the *Sox2* control region (SCR) (Δ_n→p _= 110 nm) as well as the *Sox2* promoter and a putative enhancer ∼1280 kb downstream (Δ_n→p _= 110 nm) (Supplementary Fig. S7A). Interestingly, for *Dnmt3a*, enhancer and promoter move significantly further apart, despite the gene being upregulated in the primed state (Supplementary Fig. S7A). We verified that these differences in E–P distance are not a result of a difference in nucleus size between the two cell types (Supplementary Fig. S5). Additionally, comparison of the selected targets with published live-cell measurements in mESCs [4, 85] confirmed that our DNA FISH procedure does not introduce major artifacts (Supplementary Fig. S6). Additionally, spatial distances for most E–P pairs seemed to be largely influenced by genomic distance (Supplementary Fig. S7B). These findings indicate that transcriptional changes during the naive to primed transition are gene specific and suggest that regulation does not universally require major alterations in 3D genome architecture.

### Changes in multiway E–P contacts during naive to primed transition

We then asked whether more complex 3D chromatin structures that may encompass some or all enhancers of one promoter (Fig. 2D) are enriched in naive and/or primed mESCs. Conventional chromosome conformation capture methods, such as Hi-C or Micro-Capture-C, are based on the detection of pairwise interactions and thus unable to detect such complex structures. We therefore performed Tri-C to capture *cis*-regulatory interactions at the *Nanog/Dppa3* locus (Fig. 2C and Supplementary Fig. S8). 

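In Tri-C, crosslinked chromatin is cut with DpnII and ligated, and fragments holding a chosen viewpoint are enriched with biotinylated oligonucleotides. A read with the viewpoint and at least 2 other fragments of the same chromosome, the reporters, records a three-way contact. The assay was performed on J1 cells, a line of mouse embryonic stem cells, in the naive state (day 0) and the primed state (day 7), with 3 biological replicates per state. Oligonucleotides of 100 nt, split over 2 pools, captured 23 viewpoints (Supplementary Table S7). The authors processed the reads with CapCruncher against mm10 and took those with 2 or more cis reporters. They deposited, for each viewpoint and state, the number of times each pair of reporter fragments was seen with the viewpoint, as counts without normalization. A deposited table gives no replicate, so the replicates were taken as pooled and no value has a replicate error. Intervals given for these counts take the counts as independent and cover counting error only. A read with more reporters can add several pairs and amplified reads are not independent molecules, so the intervals can be too narrow. Totals ranged from 5 to 41081 counts over the 11 viewpoints of pool 1 in naive cells (median 1053) and from 8 to 32749 in primed cells (median 791). Over the 12 viewpoints of pool 2 they ranged from 13 to 17055 (median 76) and from 3 to 11990 (median 58.5). The largest total in each state belonged to the upstream Nanog enhancer that is the viewpoint of Fig. 2C, named Dppa3-37kb in Supplementary Table S7 and called the Nanog viewpoint from here on. Its 41081 counts in naive cells lay on 24352 distinct fragment pairs, and its 32749 in primed cells on 21530. The viewpoint at the +60 enhancer (Dppa3-139kb) had 92 and 74 counts, too few for a contact matrix. The 100 nt oligonucleotide of the Nanog viewpoint, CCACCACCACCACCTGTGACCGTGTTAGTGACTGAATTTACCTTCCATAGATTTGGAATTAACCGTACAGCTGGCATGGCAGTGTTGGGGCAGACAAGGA, starts at 122663539 on chromosome 6 of mm10. It is outside every gene span of the RefSeq annotation, between the pseudogenes Gm8460, which ends at 122644781, and Gm10420, which starts at 122695978. On chromosome 6 of NCBIM37 it has 1 exact match, from 122613557 to 122613656, which is intergenic in GENCODE vM1. The oligonucleotide of the +60 enhancer starts at 122764637 in mm10, inside Slc2a3. Its 1 exact match on chromosome 6 of NCBIM37, from 122714655 to 122714754, is in an intron of that gene. For the contact matrix, each fragment was assigned by its midpoint to 1 of 25 bins of 10 kb. These bins ran from 122600001 to 122850000 of chromosome 6 and cover the window of Fig. 2C. The legend ends that window inside the last bin, which was kept whole. Shares were taken of the counts in these bins outside the bin of the viewpoint, 12952 in naive and 7931 in primed cells, because the paper's text does not name the scaling of its matrices.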

Tri-C interactions are depicted using viewpoint-specific contact matrices, which display the frequencies at which two chromatin fragments simultaneously interact with the viewpoint (Fig. 2B). Note that the regions across the diagonals from the viewpoints are in close genomic proximity to the viewpoint and are therefore expected to form strong interactions. Therefore, those regions have been grayed out from the contact matrixes [83].

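From the Nanog viewpoint in naive cells, 6181 of the 19133 counts inside the 25 bins had at least 1 reporter in the bin of the viewpoint, which spans 122660001 to 122670000 of chromosome 6 in mm10. This is 32.3% of the counts in the window (Wilson 95% interval 31.6 to 33.0%). In primed cells 3938 of 11869 counts did, or 33.2% (32.3 to 34.0%), so the difference between the states was not detectable at this depth. All of these counts were left out of the shares and backgrounds, which leaves 300 bin pairs.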

At the *Nanog* locus in naive cells, we observe a weak enrichment of three-way contacts between the promoter and the −45 and −5 enhancers, as well as the −45, −5, and +60 enhancers (Fig. 2C). 

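The −5 enhancer and the Nanog promoter fall into the same bin of the matrix, 122700001 to 122710000 of chromosome 6 (mm10). Nanog starts 7.49 kb into this bin, at 122707489. The lower ring of Fig. 2C encloses the pair of this bin with the next one downstream, 122710001 to 122720000, which holds most of the Nanog gene body. The legend assigns this ring to the contact of the promoter with the −5 enhancer, which at this bin size lies inside a single bin, on the diagonal, so the values for the lower ring are those of the enclosed bin pair and not of that contact. The upper ring encloses its pair with 122760001 to 122770000, the bin of the +60 enhancer inside Slc2a3. In naive cells the lower ringed pair had 124 counts, 0.957% of the counts used (exact Clopper-Pearson 95% interval 0.797 to 1.14%). The upper ringed pair had 54 counts, or 0.417% (0.313 to 0.544%). Since contacts fall with separation, each was set against the other bin pairs of equal separation with both bins downstream of the viewpoint. These pairs were not matched for distance from the viewpoint. In naive cells the nearest had 193 counts and the farthest 15 at the separation of the lower ring, and 28 and 2 at that of the upper ring. Far pairs can therefore raise the enrichments. The lower ringed pair stood 2.35-fold above the mean of 52.8 counts of the 16 other pairs (exact Poisson 95% interval 1.96 to 2.80), and ranked 2 of 17. The upper ringed pair stood 4.07-fold above the mean of 13.3 counts of the 11 other pairs (3.06 to 5.31), and ranked 1 of 12. The background that lowered both values most was the product of the bins' own reporter counts, scaled within the same separation, with enrichments of 1.39-fold for the lower and 2.11-fold for the upper ring. The 124 counts lay on 60 distinct fragment pairs and the 54 counts on 42. After the data were seen, the shared bin was also divided into a 5 kb part with the −5 enhancer (122700001 to 122705000) and a 5 kb part with the promoter (122705001 to 122710000). Of the 124 counts, 99 had a reporter in the promoter part and 25 in the −5 part. Of the 54 counts, 38 had a reporter in the −5 part and 16 in the promoter part. A further 47 counts, which lie on the diagonal of the 10 kb matrix, joined these parts to each other.

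**Figure D1:**
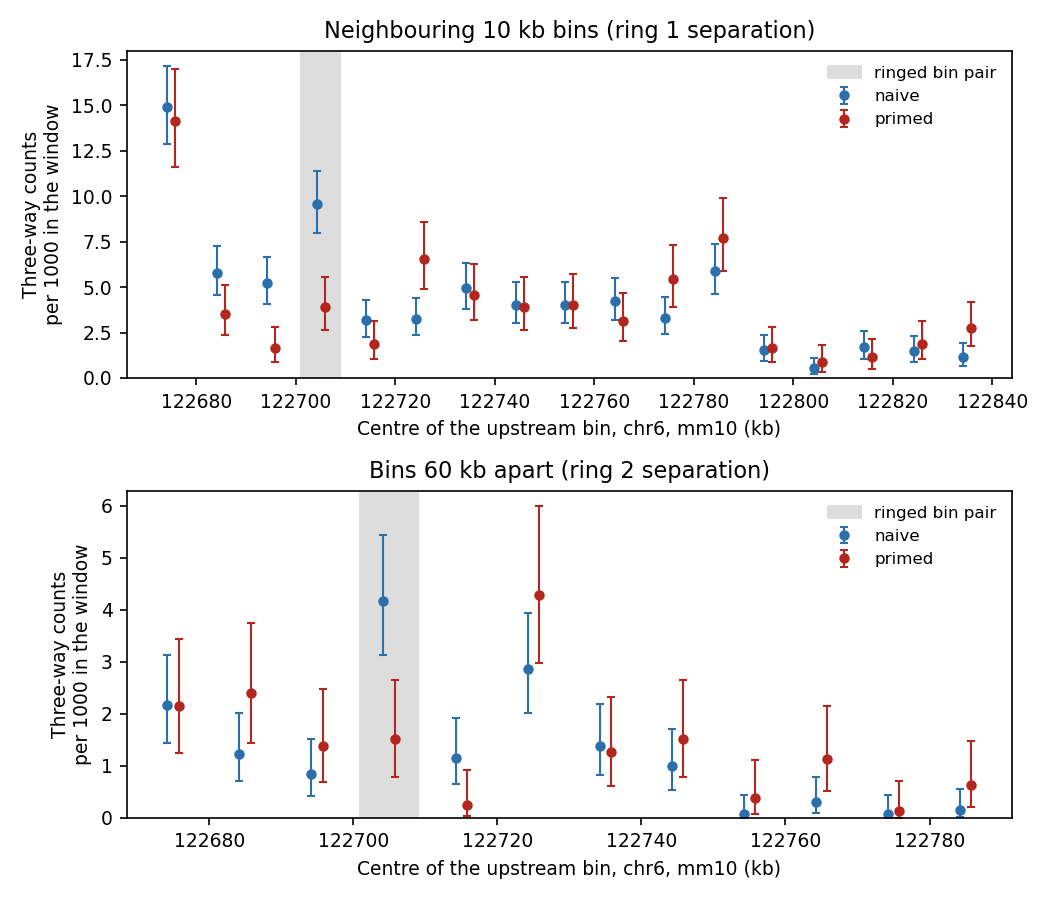
Three-way counts from the Nanog viewpoint per 1000 counts used in each state, for all downstream bin pairs 1 bin apart (top) and 6 bins apart (bottom), against the centre of the upstream bin in kb on chromosome 6 (mm10). Points are naive (blue) and primed (red) values, bars are exact Poisson 95% intervals, and grey marks the ringed pair, which has 124 of 12952 counts in naive and 31 of 7931 in primed cells at the top, and 54 and 12 at the bottom.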

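In primed cells, the pair of the −5/promoter bin with the Nanog gene body had 31 counts from the Nanog viewpoint, 0.391% of the counts used (exact 95% interval 0.266 to 0.554%). The pair of the −5/promoter bin with the +60 bin had 12 counts, or 0.151% (0.0782 to 0.264%). The share in naive cells was 2.45-fold that in primed cells for the gene body pair (interval from the conditional split of the counts, 1.64 to 3.76). For the +60 pair it was 2.76-fold (1.46 to 5.66). The alternative that moved these ratios most was the use of 5 kb regions with the same centres, which gave 5.20-fold from 17 and 2 counts (1.24 to 46.4) and 8.57-fold from 14 and 1 counts (1.30 to 362). Between the 5 kb parts with the −5 enhancer and the promoter, 8 counts were left in primed cells, a naive over primed ratio of 3.60 (1.68 to 8.82). Within the gene body pair, the 5 kb part with the promoter fell to 18 counts, a ratio of 3.37 (2.02 to 5.92), while the 5 kb part with the −5 enhancer had 13 counts and a ratio of 1.18 (0.580 to 2.51), which includes 1. Set against the bin pairs of the same separation, the gene body pair was at 0.965 of their mean in primed cells (0.656 to 1.37) and ranked 7 of 17. The +60 pair was at 1.07 of their mean (0.555 to 1.87) and ranked 4 of 12. Neither stood apart from its background beyond counting error. This depended on the background chosen. Against the mean of the adjacent bin pairs, the primed values were 2.77 (1.88 to 3.93) for the gene body pair and 2.09 (1.08 to 3.65) for the +60 pair. Against the product of the bins' own reporter counts, the gene body pair was at 1.54 (1.05 to 2.19) in primed cells, not lower than in naive cells, and the +60 pair at 1.21 (0.624 to 2.11).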

Interestingly, in primed cells where *Nanog* is downregulated, this enrichment of three-way contacts is lost.

To further investigate multiway interactions at a single-cell level, we focused on the example of *Nanog*, where we observed changes in multiway interactions via Tri-C. We imaged the promoter (labeled with one barcode) and its cognate enhancers (labeled with a second barcode) using STED super-resolution microscopy (Fig. 2E). The plots display a percentage of alleles, in which a certain number of enhancers are in proximity to the promoter simultaneously. Since it is unknown over which distances promoters and enhancers can exchange information, this information is shown for a range of different distance thresholds (Fig. 2F). For a visualization with an adjustable distance threshold see our data viewer: py.cafe/app/hoerldavid/promoter-enhancer-interactive-fig2. To avoid artifacts that might be caused by the different sensitivity of the hybridization procedure for the different enhancers, only images with all enhancers labeled were analyzed for Fig. 2F.

We observe that multiway E–P contacts, compared to pairwise contacts, are rare. For example, at the *Nanog* locus (−45 E, −5 E, promoter, +60 E; Fig. 2E) in naive cells, for an arbitrary distance threshold of 200 nm [86], pairwise E–P contacts occur in 55% of all alleles, while three-way contacts (P–E–E) occur in 25%, and four-way contacts (P–E–E–E) in only 3% of alleles (Fig. 2F and G). Interestingly, in the primed state where *Nanog* is downregulated, pairwise as well as multiway contact frequencies decrease by a few % for E–P distances below 300 nm. To a smaller extent, a reduction in three-way, but not four-way E–P contacts upon differentiation can also be observed for *Dppa3* (Supplementary fig. S9B and C). Together with Tri-C, these data show that downregulation of *Nanog* expression during the naive to primed transition is accompanied by a small reduction in multiway contact frequency.

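Over the 150 bin pairs with at least 20 counts from the Nanog viewpoint in both states together, the median ratio of the naive to the primed share was 0.934, and the 10th and 90th percentiles were 0.494 and 1.97. The interval lay above 1 for 16 bin pairs and below 1 for 24. The pair of the −5/promoter bin with the gene body lay above 93.3% of the ratios and the pair with the +60 bin above 96.7%. Among the 66 bin pairs with at least 50 counts, the highest ratio was that of the −5/promoter bin with the bin upstream of it, 122690001 to 122700000 of chromosome 6, with 68 counts in naive and 13 in primed cells (95% interval of the ratio 1.75 to 6.32). The lowest was 0.490 (0.287 to 0.829), for 122670001 to 122680000 with 122740001 to 122750000. Pairs with the +105 bin, 122810001 to 122820000, had few counts. There were 7 in naive and 3 in primed cells with the −5/promoter bin, a ratio of 1.43 (0.326 to 8.56), and 3 and 4 with the +60 bin, a ratio of 0.459 (0.0673 to 2.71), so no difference was detectable at this depth. Within 200 kb of the viewpoint, 19.4% of counts in naive cells had reporters over 50 kb apart (Wilson 95% interval 18.8 to 20.0%), against 20.8% in primed cells (20.0 to 21.6%). The FISH images behind the other part of the statement were not analysed here. From the loss of the ringed contacts and the lower multiway contact frequencies in its images, the paper concludes that lower Nanog expression goes with slightly fewer multiway contacts.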

### Effect of transcription on E–P distance

Since many genes are transcribed in bursts, we reasoned that transient changes in E–P distances associated with transcription could be hidden at a population level (Fig. 3A). To address this, we designed probes targeting introns of *Nanog* (Fig. 3B) and performed a sequential protocol starting with RNA SABER FISH against the intron, followed by DNA FISH against the –5, –45, and + 60 enhancers (Fig. 3C; see the ‘Materials and methods’ section). We assumed that the distance between the nascent RNA and the promoter can serve as a proxy for transcriptional timing, with shorter distances indicating a more recent transcription event.

For *Nanog*, alleles which were transcribed more recently show significantly decreased E–P distances (Fig. 3E). For example, when a nascent RNA is located within 0.25 µm of the promoter, the median E–P distance is about 50 nm shorter than when the RNA is within 0.5 µm, and about 90 nm shorter than when it is within 1 µm (*P* <.05, two-sided Wilcoxon rank sum test). A similar effect was also observed for *Dppa3* (Supplementary Fig. S10C). When the three labeled *Nanog* enhancers were ordered by proximity to the promoter, a similar trend was observed, although not significant, likely due to the limited sample size (Supplementary fig. S10D). Together, these data indicate that for *Nanog* and *Dppa3*, E–P distances change based on the transcriptional state of the alleles.

## Discussion

Enhancers play a key role in gene regulation during development, but the spatiotemporal interaction with their promoters is still under investigation. Here, we use oligoFISH, NOVA FISH, and SABER FISH, combined with various super-resolution microscopy techniques and Tri-C to investigate selected differentially expressed genes of mESCs in different states: during the transition from naive to primed pluripotency and after onset of transcription.

Our data suggest that changes in pairwise E–P distances during the naive to primed transition are gene- and enhancer-specific. For example, although *Nanog* E–P distances do not significantly change between states, the SCR moves significantly further away from its promoter (Δ ≈ 110 nm) when downregulated. Our findings at the investigated *Nanog* loci are consistent with Ohishi *et al.* (2025).

Furthermore, our Tri-C data suggest the presence of weak multiway E–P hubs at the *Nanog* locus, which disappear when *Nanog* is downregulated in the primed state. Formation of stronger hubs has previously been reported at the globin loci [87, 88] and for primed specific genes [43]. Such differences may reflect cell type and locus-specific effects. In line with the Tri-C data, our microscopy data show only minor differences between the naive and the primed state. A central limitation in the interpretation of microscopic E–P contact data is that measured contact frequencies do not account for spontaneously occurring interactions, necessitating appropriate normalization [85, 89]. By contrast, Tri-C and related proximity ligation assays provide data on the enrichment of contacts over background in a population of cells.

A key unresolved question in assessing E–P contacts is what counts as a functional contact. Different distance thresholds have been reported, with some models suggesting that sequential “contacts” may be required to trigger transcription [90, 91]. Moreover, the duration of a “contact” necessary to trigger an event is unknown. Therefore, further assumptions or even complex models are necessary to interpret absolute contact frequencies [85, 89]. At an arbitrary threshold of 200 nm, absolute pairwise contacts (P–E) at the *Nanog* locus occur in 55% of alleles, three-way contacts (P–E–E) in 25%, while four-way contacts (P–E–E–E) occur in only ∼3% of alleles. Interestingly, our data differ markedly from results of a recent preprint [86], reporting much lower multiway contact frequencies at the *Nanog* locus. The most likely explanations for this discrepancy are methodological and/or underlying biological differences.

Interpretation of FISH measurements requires careful consideration, since these measurements are prone to artifacts due to fixation and harsh sample preparation. To assess the robustness of our FISH procedure and subsequent data acquisition and—analysis steps, we compared our pairwise FISH data at the Fbn2 TAD and Sox2—SCR region with state of the art live-cell measurements in mESCs [4, 85] and found good concordance (Supplementary Fig. S6).

Our RNA-DNA FISH data show that E–P distances change with the transcriptional state, suggesting that such contacts are likely transient. *Nanog* and *Dppa3* regions in which transcription occurred recently, as determined by a nascent RNA closer to the promoter, display significantly shorter E–P distances (Fig. 3E). This is in agreement with a recent study by Ohishi et al 2024, which found that *Nanog* enhancers spend longer times in the proximity of actively transcribed promoters. However, a limitation of fixed-cell studies is that each cell captures only a single moment, “a snapshot”, within a continuous process. Since our measurements detect the mRNA but not the regulatory initiation event, it is unclear to what extent the observed 3D conformation reflects the state at transcriptional onset. Live-cell measurements at TAD boundaries have demonstrated the dynamic and transient nature of loop structures, a property that may also extend to E–P looping interactions [85]. For this reason, small or even absent changes in E–P distances of genes which are differentially expressed should not be over interpreted as in a population of cells only a fraction of alleles is transcribed. Here we show for the *Nanog* and *Dppa3* locus a short-lived E–P distance reduction correlated with transcription which is not detected in measurements of the whole population. This seems to be gene- and cell type-specific, as live-cell imaging studies have reported both correlations and lack of correlations between E–P distance and transcription, depending on the system examined [92].

In summary, our data show that during the naive to primed transition, most of the studied genes show no major changes in average E–P distances, even though expression levels change by several orders of magnitude. This suggests that regulation of many genes may not always depend on change in the underlying 3D genome architecture. At the *Nanog* locus, Tri-C data show a weak enrichment of multiway contacts in the naive state where the gene is highly expressed. This supports models proposing that multiway contacts play a role in transcriptional regulation. Since the required duration of pairwise or multiway contacts and the necessary spatial proximity remain elusive, our microscopy data can help parameterize quantitative models. Finally, we observe a correlation between the presence of a nascent transcript and a shortening of the corresponding E–P distances. This is in line with models where short E–P distances are stabilized transiently during transcription, possibly within a multiprotein complex or transcriptional condensate.

## Supplementary Material

gkaf1255_Supplemental_Files

## Data Availability

The FISH spot coordinates generated in this study have been deposited at doi.org/10.5281/zenodo.17115347. Imaging data is available upon reasonable request. The Tri-C data generated in this study have been deposited at GEO: GSE308397. The reanalyzed data used for enhancer calling can be found at GEO: GSE131556 (ATAC-seq), GEO: GSE156261 (H3K27ac ChIP-seq), GEO: GSE131556 (RNA-seq) [48] and GEO: GSE124342 (Hi-C) [61]. The code used for analyzing and processing the images can be found at: doi.org/10.5281/zenodo.17123359. The STED automation code can be found at: doi.org/10.5281/zenodo.14627119.

# Supplementary material for: Nanoscale dynamics of enhancer–promoter interactions during exit from pluripotency
**Source:** Nucleic Acids Res. 2025 Dec 8;53(22):gkaf1255. doi: 10.1093/nar/gkaf1255
**Supplement:** gkaf1255_Supplemental_Files

## **SUPPLEMENTARY FIGURES for**

### **Nanoscale Dynamics of Enhancer-Promoter Interactions during Exit from Pluripotency**

#### **Authors:**

Gabriela Stumberger, David Hörl, Dimitra Tsouraki, Clemens Steinek,  
A. Marieke Oudelaar, Heinrich Leonhardt, Hartmann Harz

#### **This PDF includes:**

Supplementary Figure S1 (related to Methods)  
Supplementary Figure S2 (related to Figure 1)  
Supplementary Figure S3 (related to Methods)  
Supplementary Figure S4 (related to Methods)  
Supplementary Figure S5 (related to Figure 1)  
Supplementary Figure S6 (related to Figure 1)  
Supplementary Figure S7 (related to Figure 1)  
Supplementary Figure S8 (related to Figure 2 A-C)  
Supplementary Figure S9 (related to Figure 2 D-F)  
Supplementary Figure S10 (related to Figure 3)

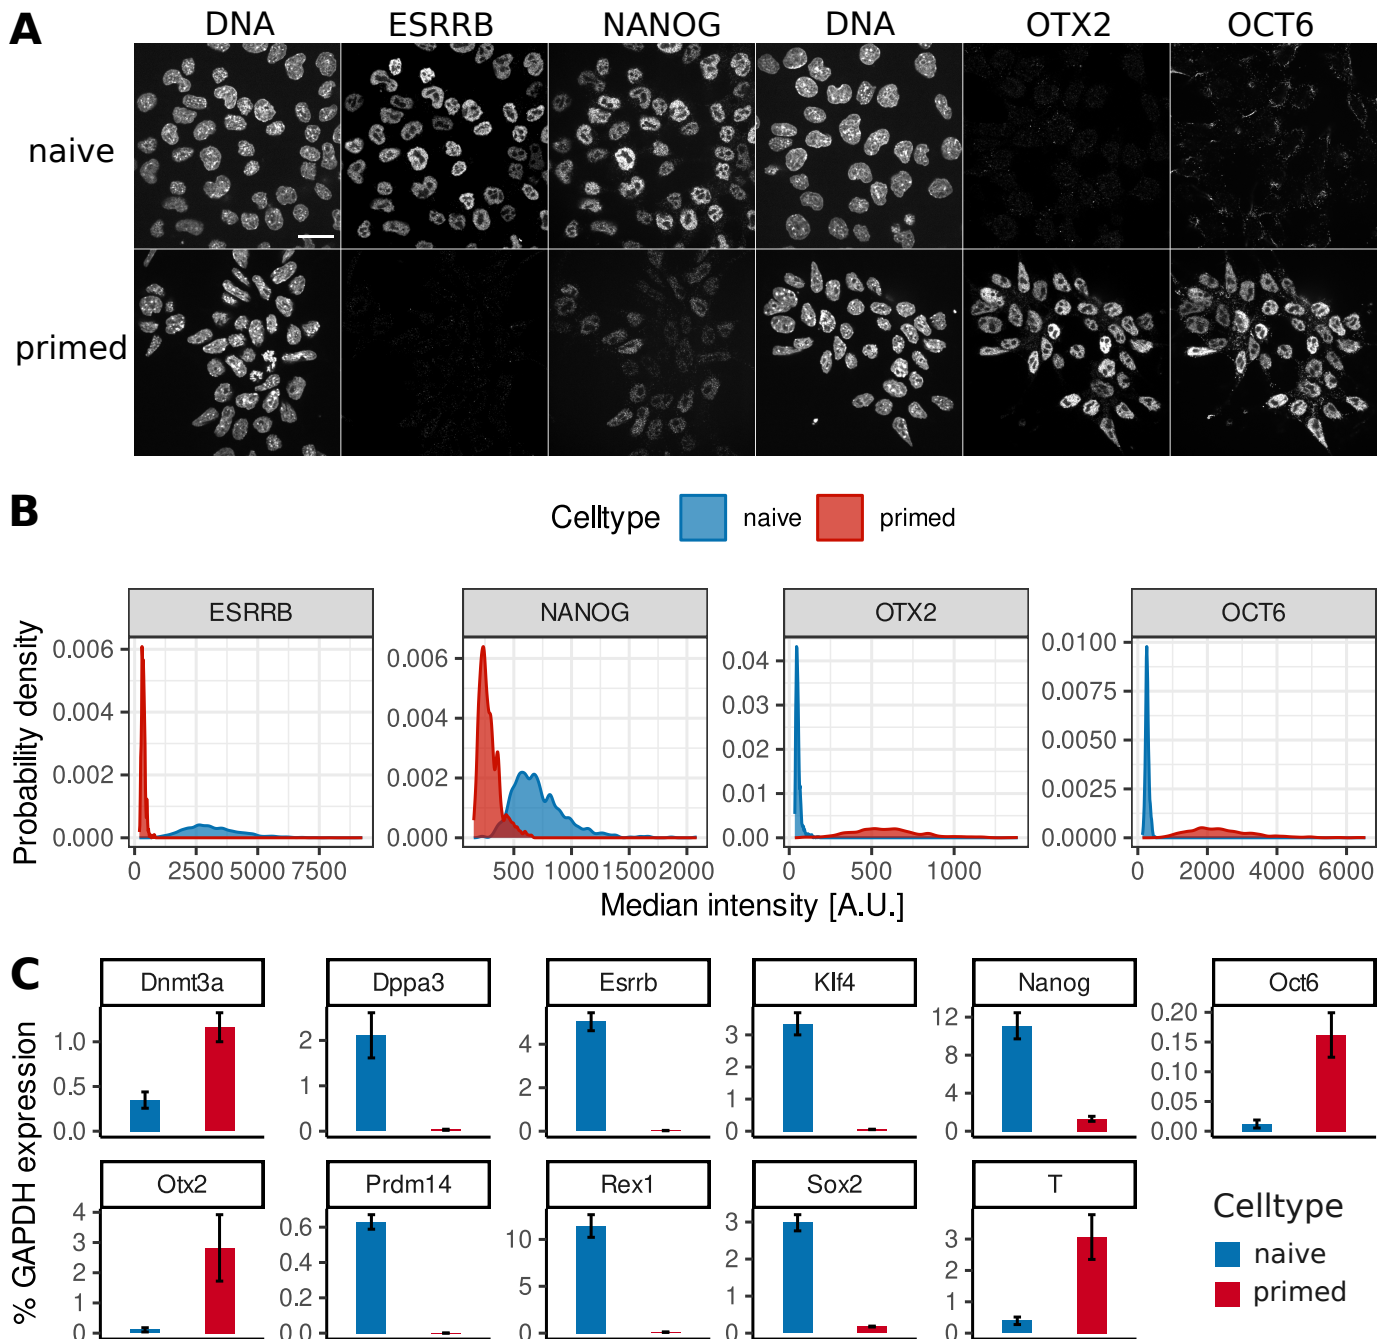

**Supplementary Figure S1: Verification of naive -> primed system.**

(A) Immunofluorescence of naive (ESRRB, NANOG) and primed (OTX2, OCT6) differentiation markers. Scale bar represents 20  $\mu\text{m}$ . (B) Distribution of marker gene expression in naive (blue) and primed (red) cell nuclei. There is a clear decrease in ESRRB and NANOG expression and an increase in OTX2 and OCT6 expression as cells transition from naive to primed. ESRRB, NANOG:  $n_{\text{naive}}=665$ ,  $n_{\text{primed}}=455$ ; OTX2, OCT6:  $n_{\text{naive}}=680$ ,  $n_{\text{primed}}=591$ . (C) mRNA expression levels of target marker genes in naive (blue) and primed (red) mouse embryonic stem cells were measured via quantitative real-time PCR at 0 h (naive) and after 7 days (primed) of differentiation. Expression is represented as % GAPDH expression (median  $\pm$  SEM,  $n=5$  biological replicates).

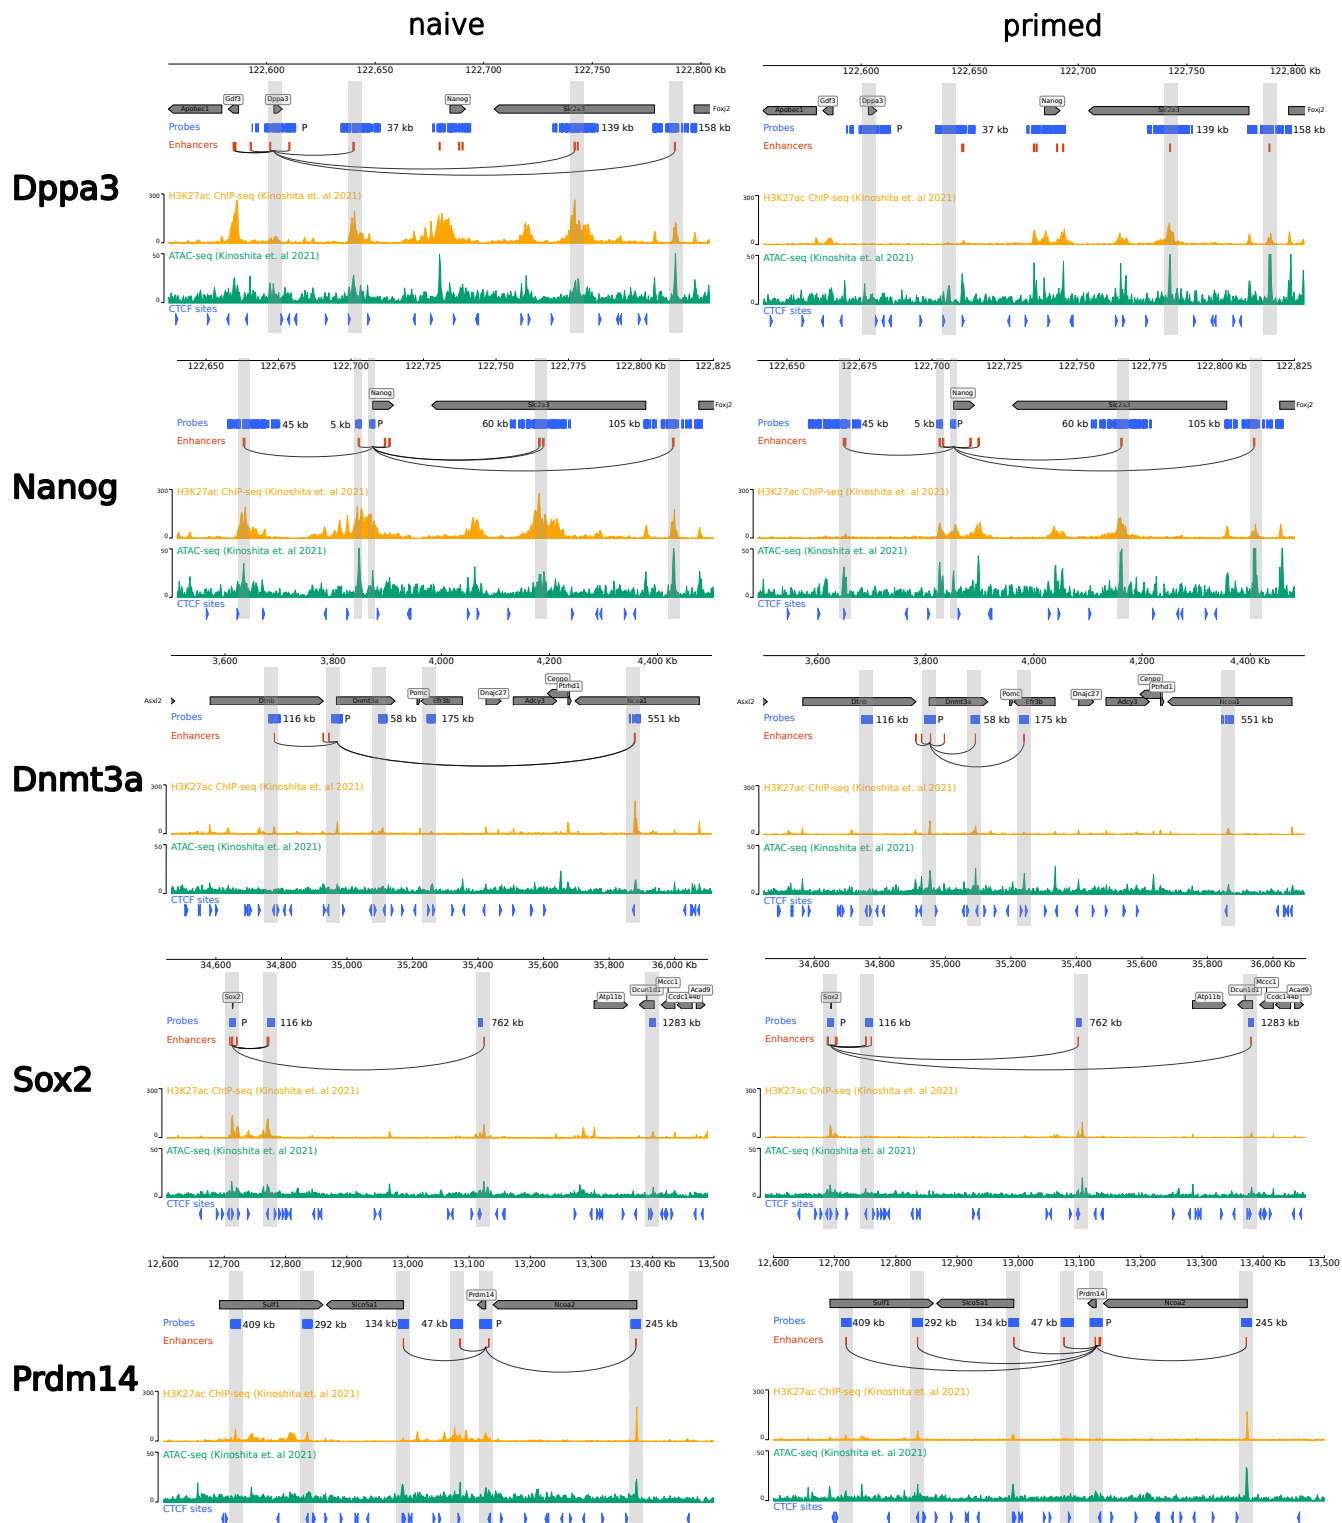

**Supplementary Figure S2: Genomic data for target regions in naive and primed cells.** For each gene and cell state, from top to bottom: DNA oligoFISH probes against promoter and selected enhancers (blue), all predicted enhancers (red), connection between promoter and its predicted enhancers (black arcs), H3K27ac ChIP signal (yellow, from Kinoshita et al. 2021), ATAC-seq signal (green, from Kinoshita et al. 2021), CTCF binding motifs (blue arrows) and targeted enhancer regions (vertical gray stripes).

### A: Chromatic aberrations across field-of-view (561nm - 640nm)

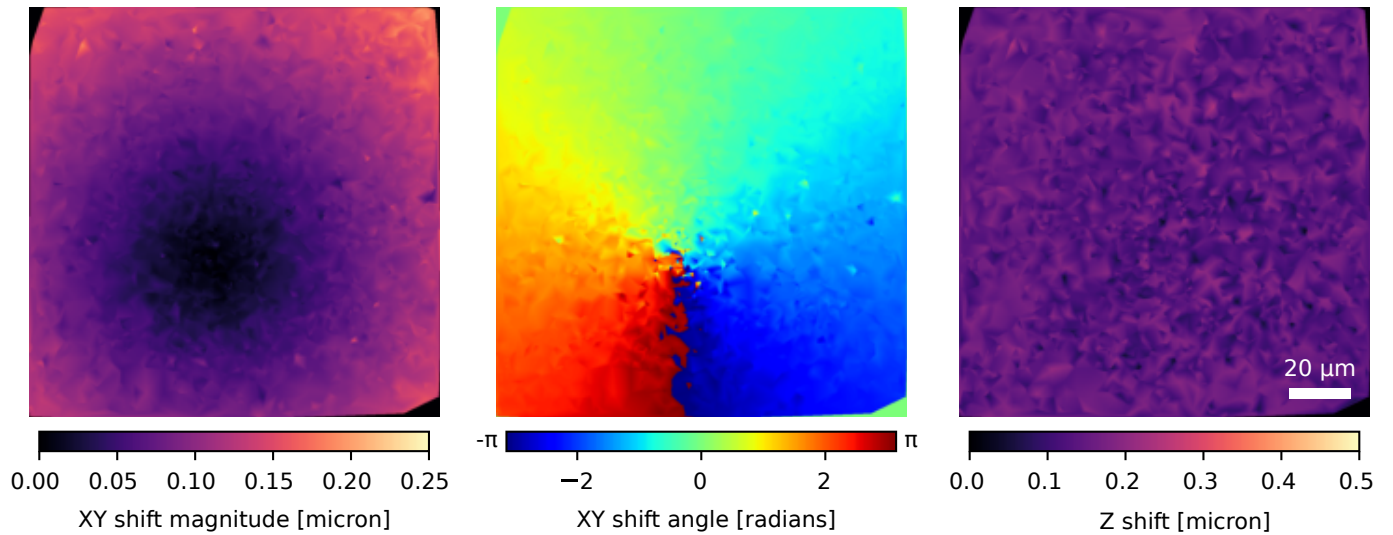

### B: Chromatic aberrations per dimension (561nm - 640nm)

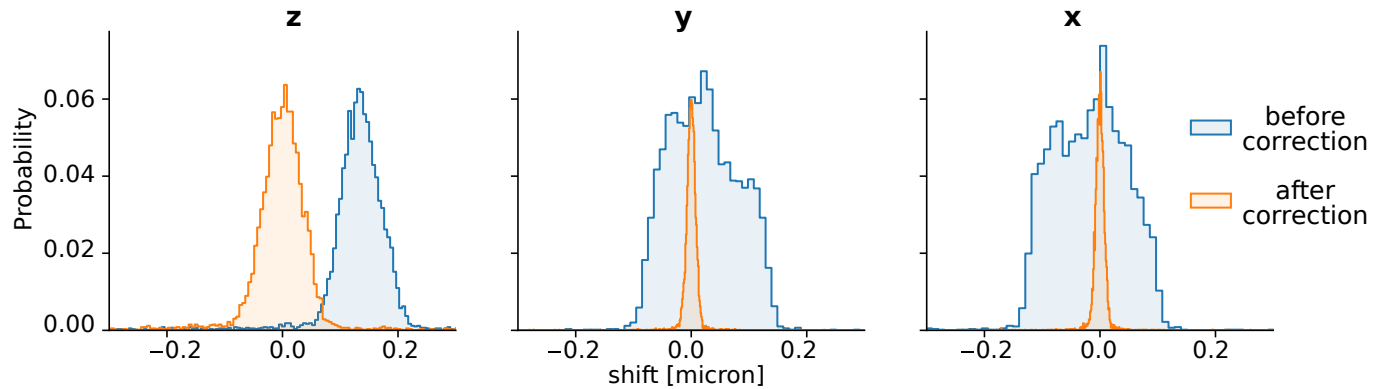

**Supplementary Figure S3:** Characterization of chromatic aberrations between the 561nm and 640nm channels of our spinning disk microscope. (A) Shifts across the field-of-view interpolated from matched Tetraspeck beads. (B) Histograms of shifts (difference of coordinates of matched beads) per dimension of the same dataset. Corrected coordinates were calculated using a leave-one-out cross validation scheme on the 11-image calibration dataset.

### A: Schematic Representation of Dual-Labeling Experiment

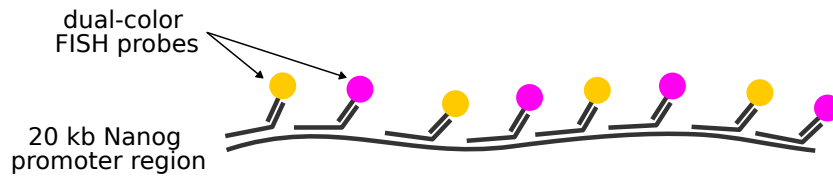

### B: Dual Labelling: Remaining Shifts

Nanog-ATTO565, Nanog-STAR635P, N=1164 matched FISH spots

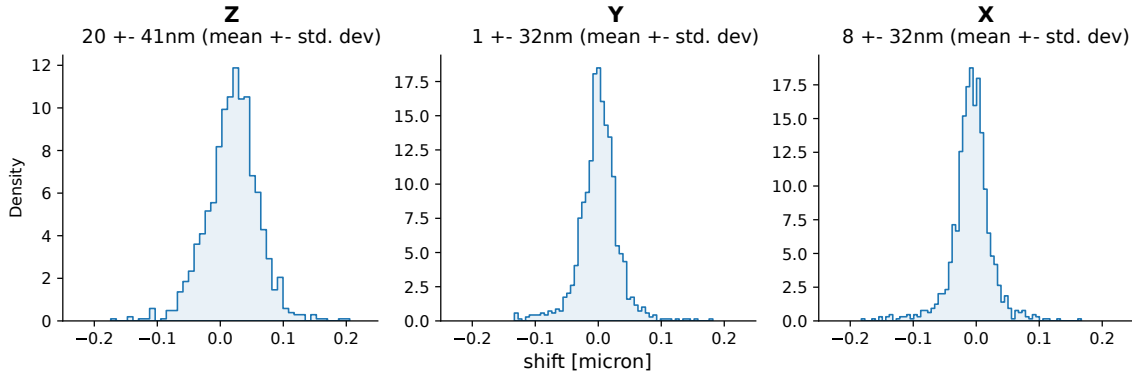

### C: Power estimation

Simulated distance distributions

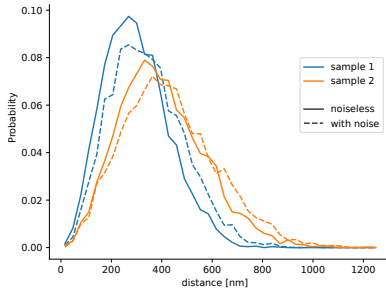

### Spinning disk naïve vs. primed

N1, N2 = 1500, noise std. dev. = 40nm

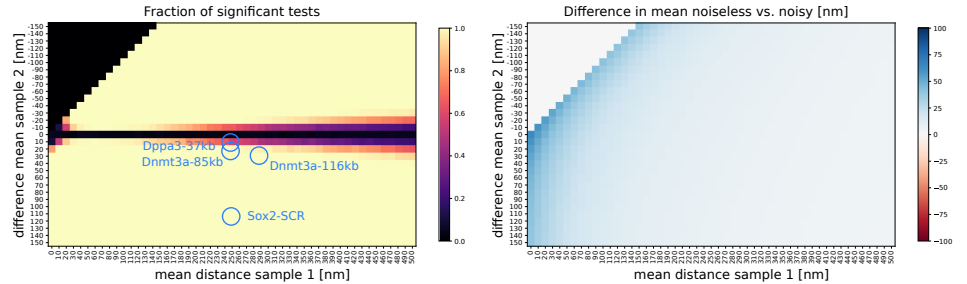

**Supplementary Figure S4:** (A) Schematic representation of dual-labeling experiment: a 20 kb region overlapping the Nanog promoter was labelled with alternating ATTO565 and STAR635P FISH probes. (B) Distance distributions of matched FISH spots in two channels in a dual-labelling experiment per dimension. (C) Statistical power estimation via repeated simulations of pairs of distance distributions. Middle: Fraction of 1000 repetitions that resulted in significant differences for various combinations of mean distances in sample 1 and difference in mean in sample 2. Combinations that would result in negative distances are skipped. Combinations of average distances that show significant differences in observed data are highlighted in blue. Right: Mean differences in distance between simulated vectors with and without noise.

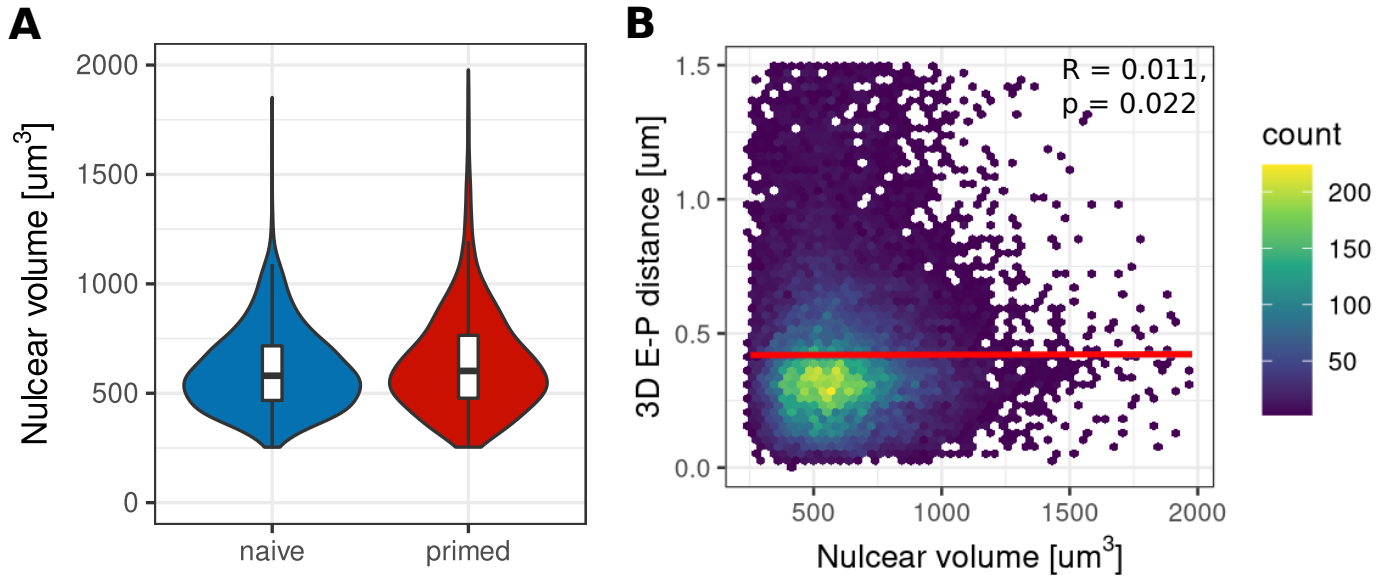

**Supplementary Figure S5: Relationship between nuclear volume and enhancer-promoter (E-P) distance.** (A) Nuclear volume [ $\mu\text{m}^3$ ] distributions in naive (blue) and primed (red) cells ( $n_{\text{naive}}=27167$ ,  $n_{\text{primed}}=23970$ , from all nuclei in Fig 1 F, measured with spinning disk confocal microscope). (B) There is no notable correlation between nuclear volume and E-P distances (Spearman's Rank Correlation,  $R=0.011$ ,  $p=0.022$ ;  $n= 51137$ , over 2 celltypes and 3 biological replicates).

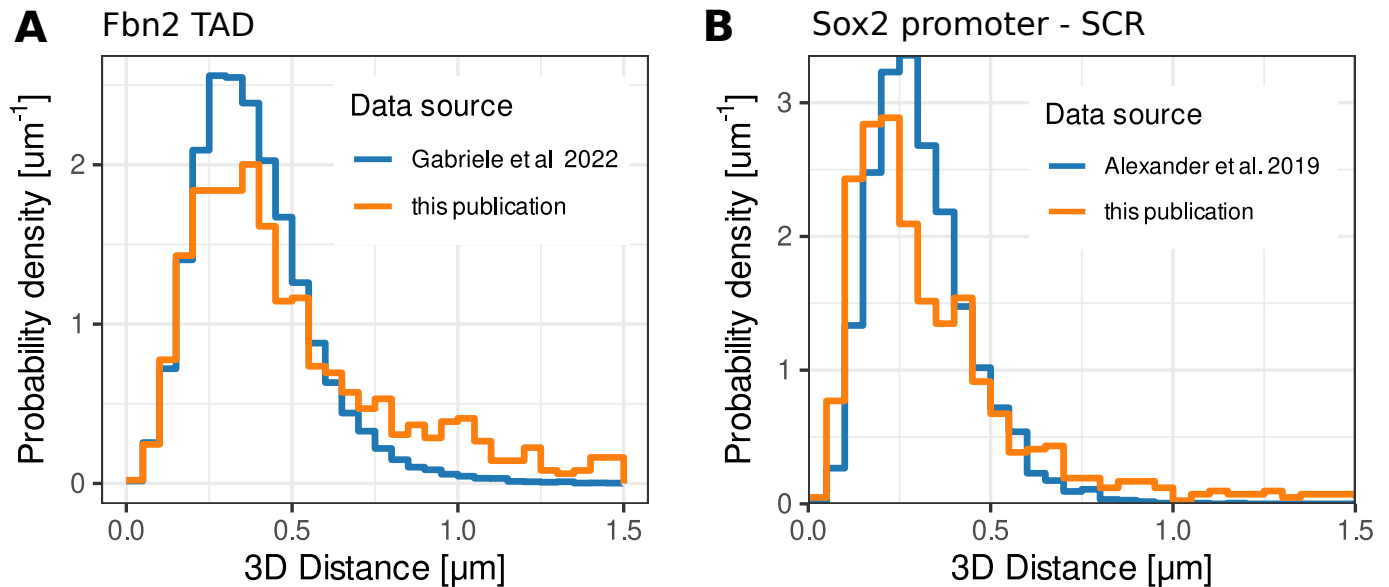

**Supplementary Figure S6: Comparison of FISH and live cell measurements at selected loci.** (A) 3D distances at the Fbn2 locus for our DNA FISH (orange) and live cell measurements from Gabriele et al. 2022 (blue).  $n_{\text{this publication}}=979$ ,  $n_{\text{Gabriele et al. 2022}}=46163$ . (B) 3D distances between the Sox2 promoter and the SCR enhancer region for our DNA FISH (orange) and live cell measurements from Alexander et al. 2019 (blue).  $n_{\text{this publication}}=831$ ,  $n_{\text{Alexander et al. 2019}}=4380$ .

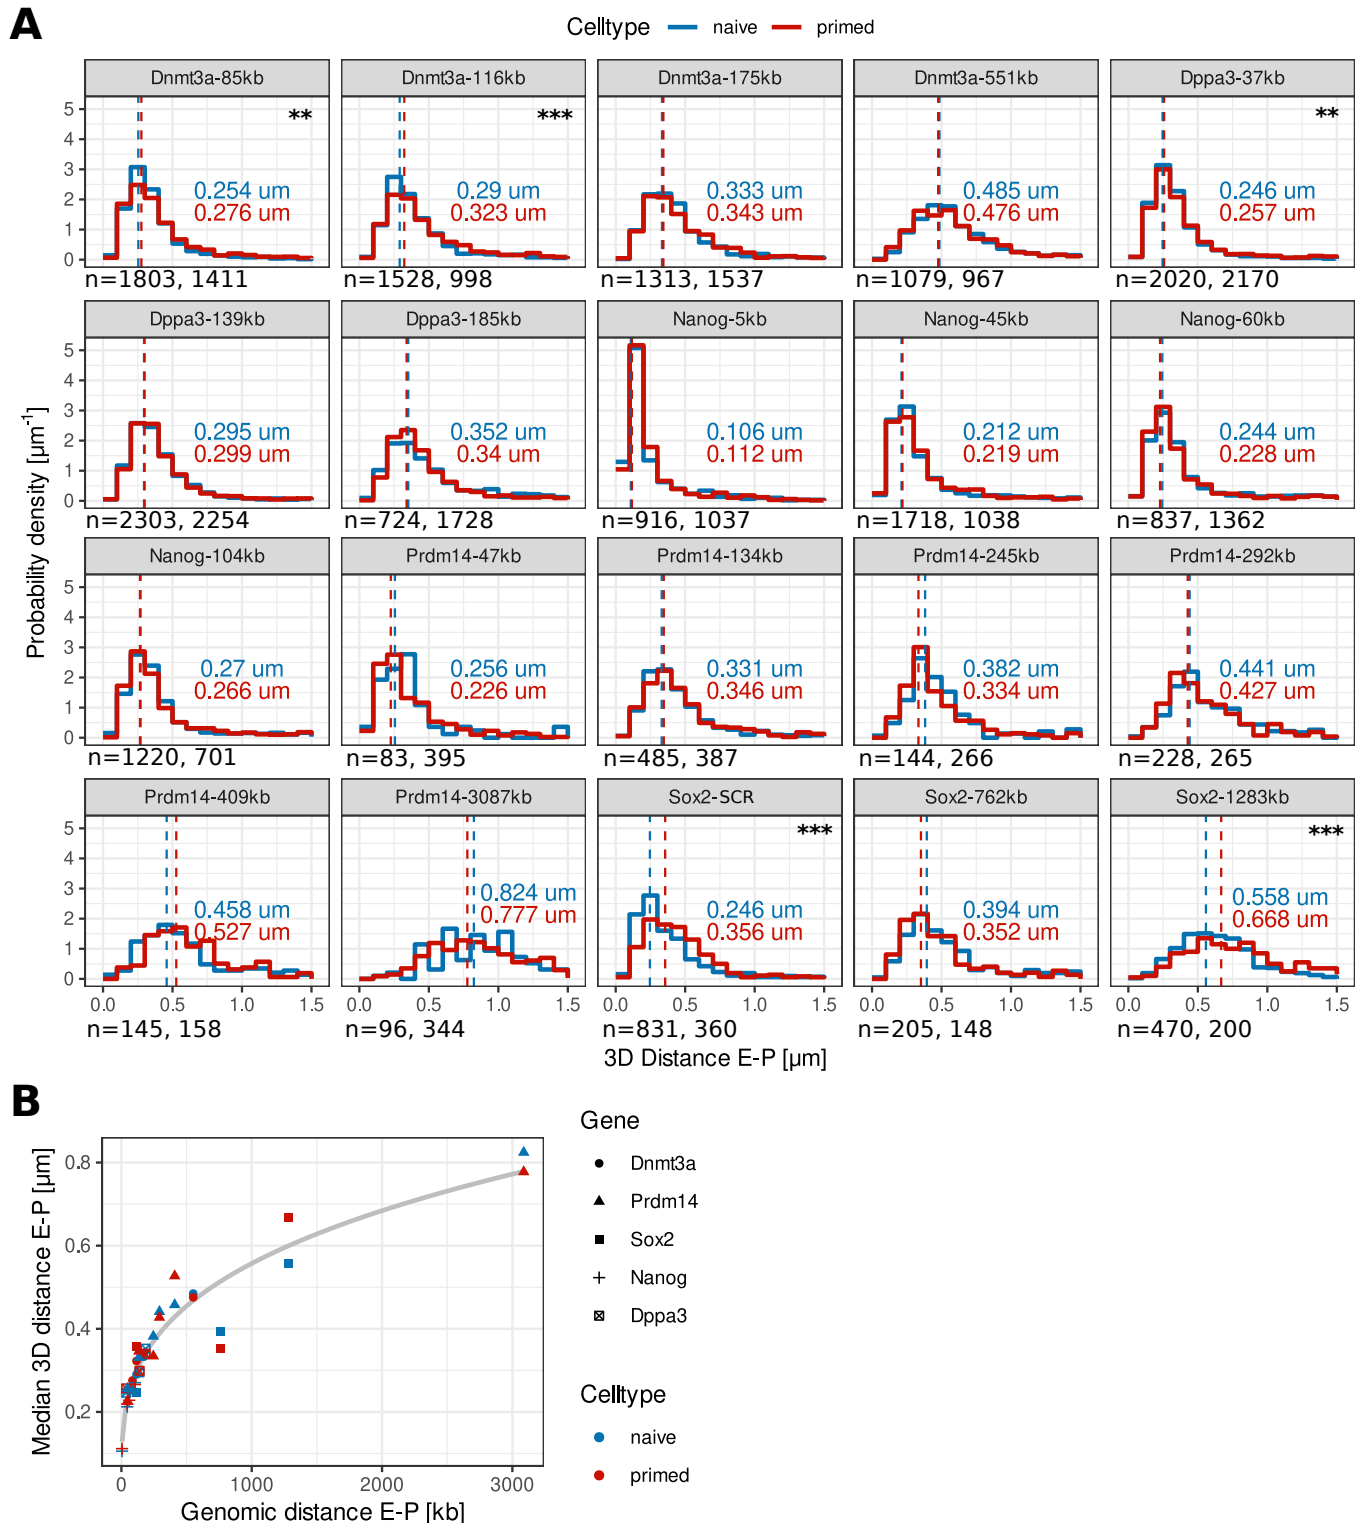

**Supplementary Figure S7: Summary of enhancer-promoter (E-P) distances in developmental enhancers in naive and primed cells.** (A) 3D distance [μm] distributions of promoters and their corresponding enhancers in naive (blue) and primed (red) cells. Dashed line and number next to histogram represent the median distance. Significant differences between naive and primed indicated by: \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$  (Wilcoxon rank sum test, Benjamini-Hochberg FDR correction). (B) Median 3D E-P distance [μm] as function of genomic distance [kb] for 5 genes. 3D distance for most E-P pairs is largely influenced by genomic distance. The curve was fitted to the data using a power law model:  $y = a \cdot x^b + c$ , with estimated coefficients:  $a=0.63$ ,  $b=0.31$ ,  $c=0.024$ .

## Nanog/Dppa3 locus

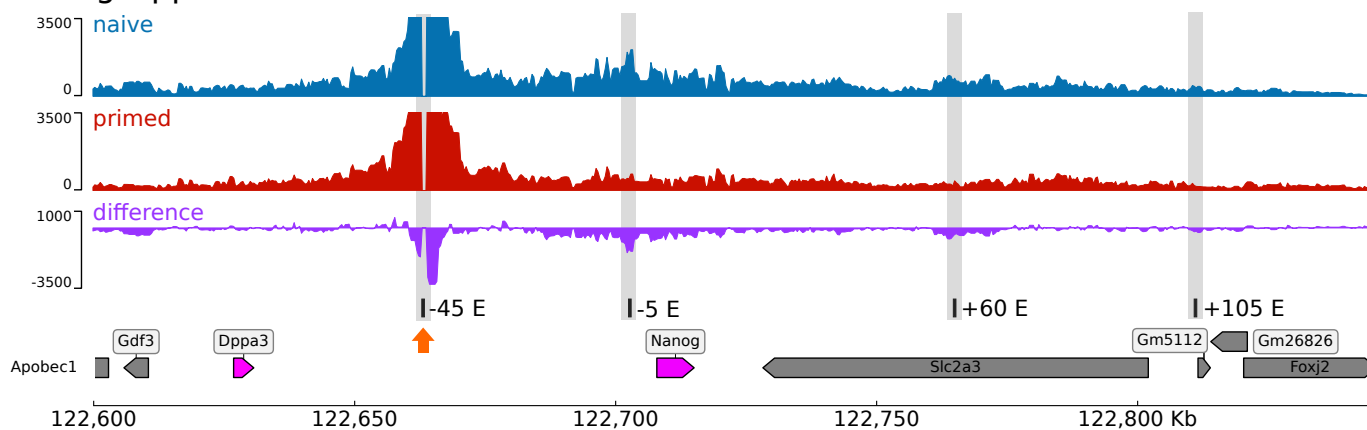

**Supplementary Figure S8: Tri-C Pairwise interactions at the Nanog/Dppa3 locus.** Naive cells are shown in blue, primed cells in red and the difference between the two (naive - primed) in purple. The viewpoint (Nanog -45 E) is indicated with an orange arrow.

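Supplementary Fig. S8 shows how often single fragments were seen with the Nanog viewpoint, so that each position has 1 value per state instead of 1 value per pair of positions. The deposited tables hold the reads with 2 or more reporters, and the same kind of profile can be drawn from them by letting each count add both of its reporters to their bins. Outside the bin of the viewpoint this gave 25904 reporters in naive and 15862 in primed cells over 24 bins. The intervals below take these reporters as independent, although each count adds both of its reporters. In naive cells, 609 counts had both reporters in the bin shared by the −5 enhancer and the promoter. The intervals are therefore narrower than counting error. The bin shared by the −5 enhancer and the promoter held 6.89% of reporters in naive cells (exact 95% interval 6.59 to 7.21%) and 3.63% in primed cells (3.35 to 3.93%). Its ratio of 1.90 (1.73 to 2.09) was the highest of the 24 bins. The bins on either side also held more in naive cells, 4.20% against 2.36% upstream and 5.79% against 3.65% downstream. The higher share was thus not confined to this bin. The +60 bin held 5.85% (5.57 to 6.15%) and 4.53% (4.21 to 4.87%), a ratio of 1.29 (1.18 to 1.41) that ranked 5 of 24. With each distinct fragment pair counted once, these ratios were 1.49 and 1.17. The +105 bin held 1.39% (1.25 to 1.54%) and 1.28% (1.11 to 1.47%), and its ratio of 1.09 (0.914 to 1.30) was within counting error of 1.

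**Figure D2:**
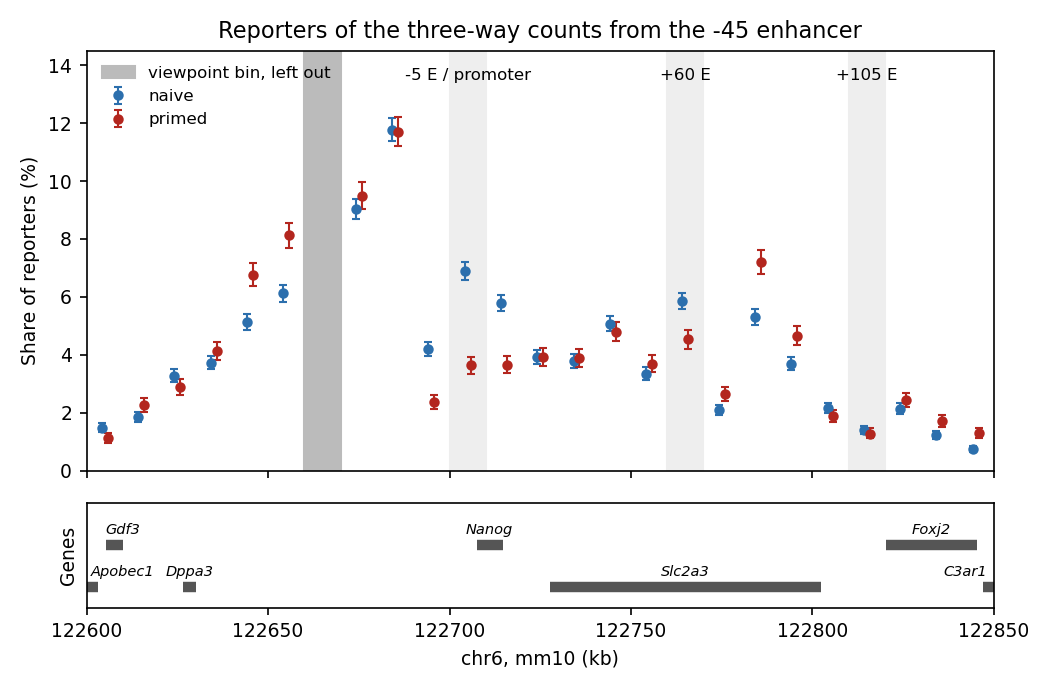
Share of reporters (%) in each 10 kb bin of the three-way counts from the Nanog viewpoint, against the centre of the bin in kb on chromosome 6 (mm10), with protein-coding genes of the RefSeq annotation below. Points are naive (blue) and primed (red) values with exact 95% intervals, dark grey marks the bin of the viewpoint, which was left out, and light grey marks the bins of the −5 enhancer and promoter (6.89% in naive, 3.63% in primed cells), the +60 and the +105 enhancer. The intervals take the reporters of a count as independent and are too narrow.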

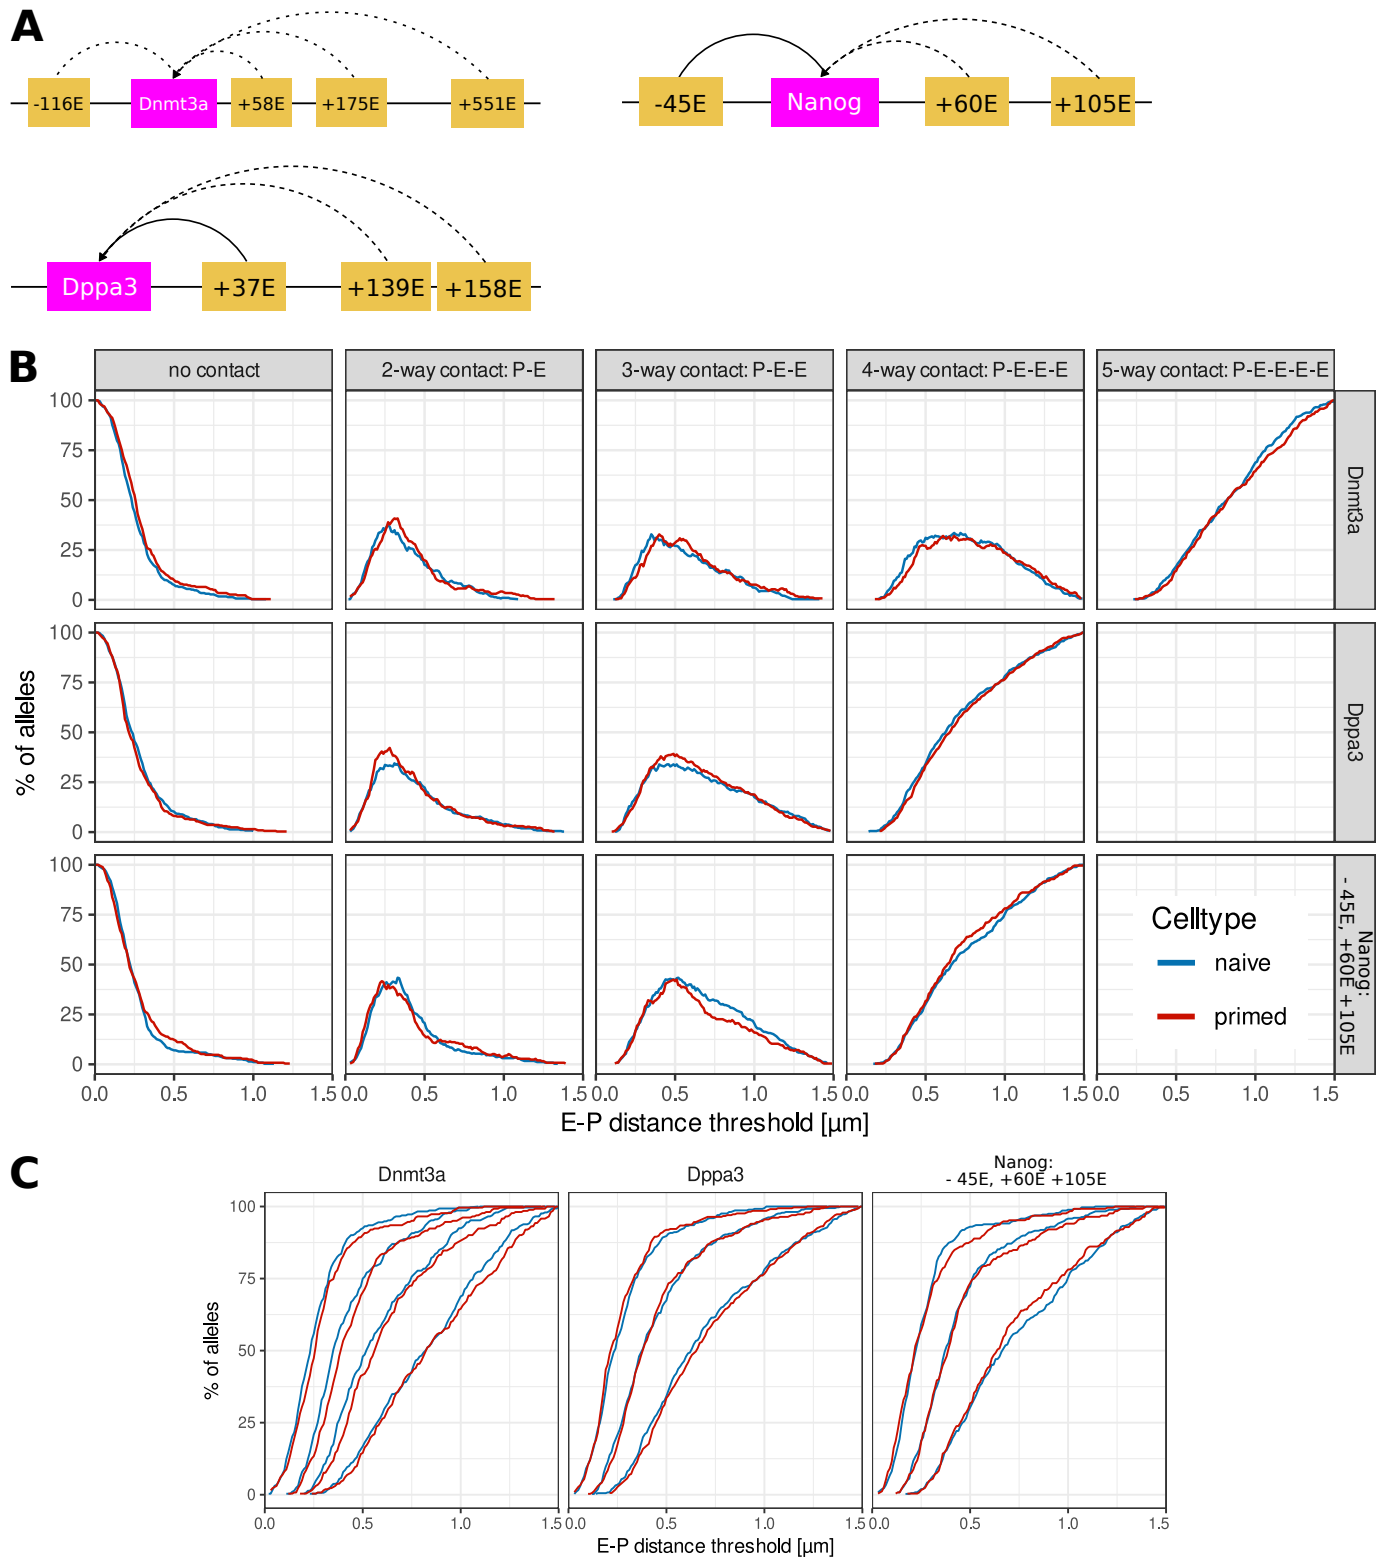

**Supplementary Figure S9: Multiway E-P contacts during the naive to primed differentiation.** (A) Schematic representation of measured interactions at Dnmt3a, Dppa3 and Nanog loci. (B) Interaction frequencies between a promoter (P) and different numbers of enhancers for a range of contact thresholds [ $\mu\text{m}$ ]. Naive cells are plotted in blue, primed in red. Dnmt3a:  $n_n=292$ ,  $n_p=262$ ; Dppa3:  $n_n = 371$ ,  $n_p = 334$ ; Nanog (-45E,+60E,+105E):  $n_n=357$ ,  $n_p=252$  over 3 replicates. (C) % of detected alleles with at least 1, 2, 3 or 4 enhancers for a range of contact thresholds [ $\mu\text{m}$ ]. For n see (B).

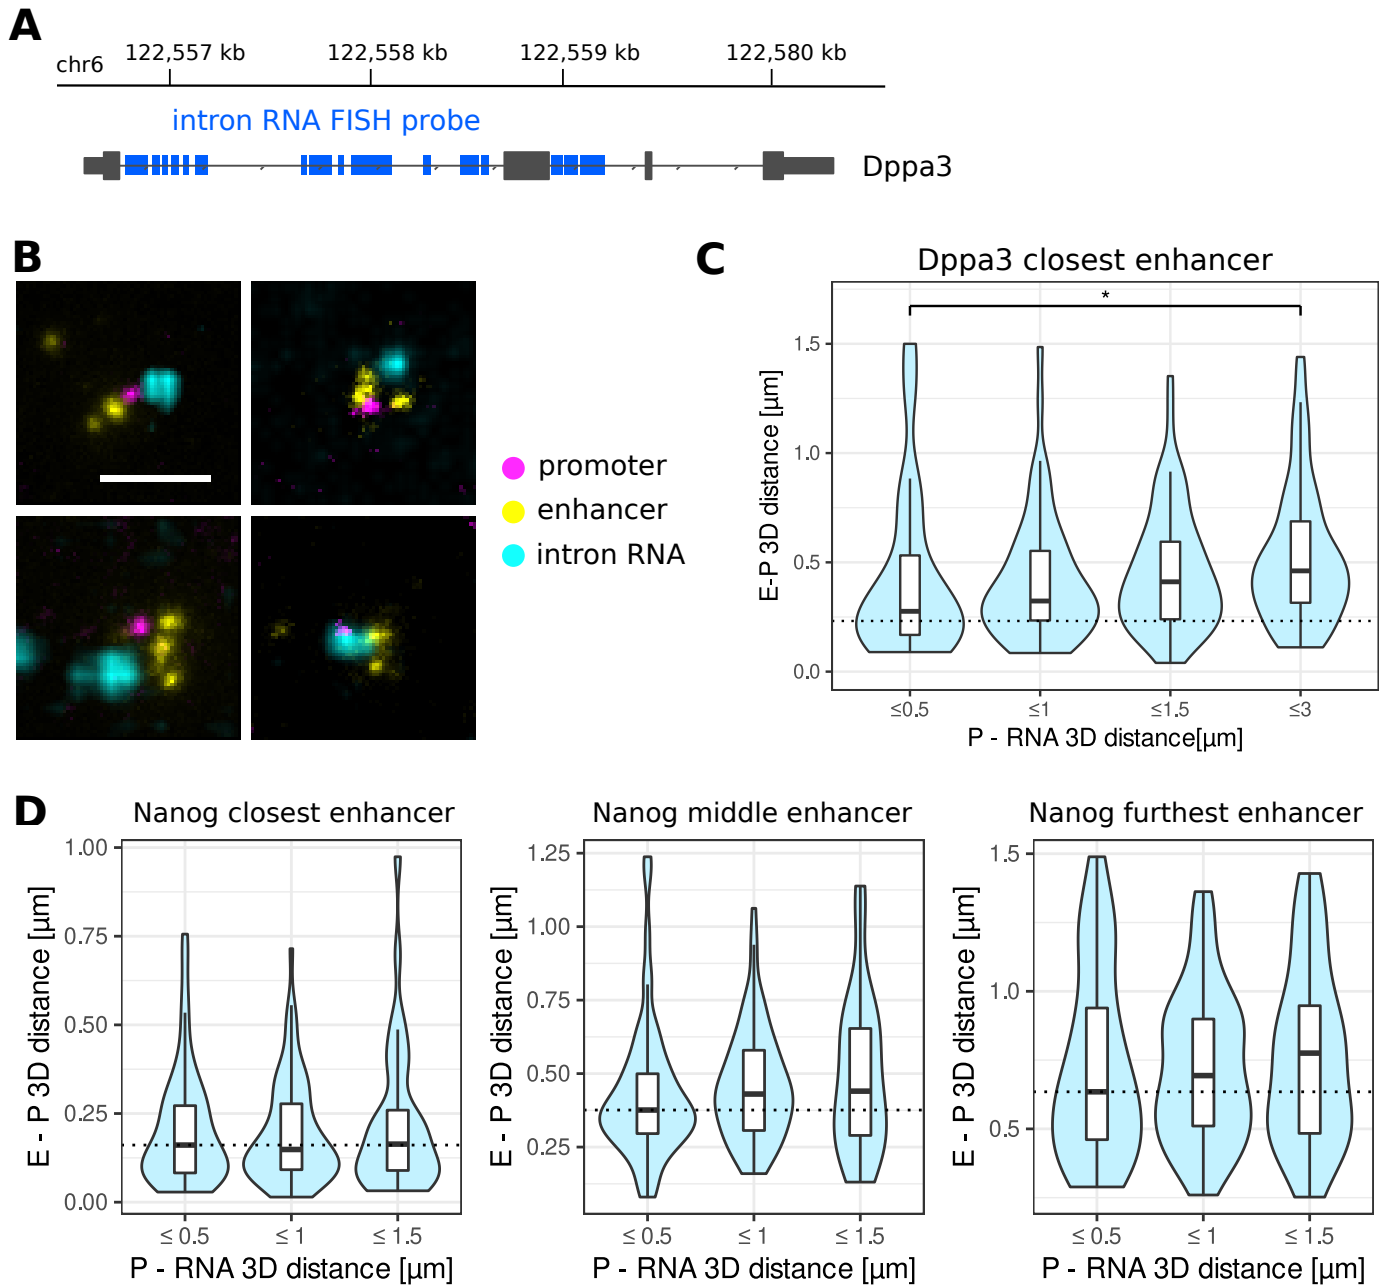

**Supplementary Figure S10: (A) Shorter enhancer - promoter (E - P) distances correlate with active transcription.** (A) Genomic location of Nanog intron RNA FISH probes. (B) STED microscopy images (maximum intensity projections) of promoter (magenta), enhancers (yellow) and intron RNA (cyan) for Dppa3. Scale bar represents 1  $\mu\text{m}$ . (C) Dppa3 E-P 3D distance, based on distance of promoter to closest nascent RNA. ( $p < 0.05$ : \*, two-sided Wilcoxon rank sum test).  $n \leq 0.5 = 21$ ,  $n \leq 1 = 59$ ,  $n \leq 1.5 = 60$ ,  $n \leq 3 = 109$  over 3 biological replicates. (D) E - P 3D distances of Nanog's closest middle and furthest enhancer, based on the distance of the promoter to the closest nascent RNA.  $n \leq 0.5 = 57$ ,  $n \leq 1 = 72$ ,  $n \leq 1.5 = 35$  over 3 biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

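Tri-C was performed on J1 mouse embryonic stem cells in the naive state (day 0) and the primed state (day 7), with 3 biological replicates per state and 2 pools of capture oligonucleotides, which makes 12 samples. The authors cut crosslinked chromatin with DpnII, ligated it, captured the viewpoints in successive hybridizations and sequenced paired ends. They processed the reads with CapCruncher in capture mode against mm10, took reads with 2 or more cis reporter fragments with scripts of their own, and deposited the counts of reporter fragment pairs in 46 tables, 1 per viewpoint and state. The version, the aligner and the treatment of duplicate reads are not given in the sources used here. The deposited counts are whole numbers without normalization and without a replicate, so the replicates were taken as pooled. The sample of each table was taken as its state and pool, and no test across replicates was made.

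The values were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Each fragment was placed by its midpoint into bins of 10 kb. For the Nanog viewpoint, the enhancer used in Fig. 2C, the window was 25 bins and the bin of the viewpoint was left out. These bins cover the window of Fig. 2C, which by its legend ends inside the last bin. The ringed bin pairs were read from the figure. Shares have exact Clopper-Pearson 95% intervals, or Wilson 95% intervals where this is said, counts over a background have exact Poisson intervals, and ratios of shares have intervals from the conditional split of the counts of the 2 states. All of these cover counting error only and take the counts as independent, so they can be too narrow. Intervals of reporter shares and their ratios take the 2 reporters of a count as independent, which they are not, so these intervals are too narrow. For the distances between the states, the matrix was taken within 200 kb on each side, without the bin of the viewpoint, at the Nanog viewpoint too. Shares over 50 kb apart and reporter shares of gene bins used the same counts. The distance between the states was the total variation distance of the matrices scaled to 1. It was set against 1000 random splits of the summed counts. Only the 7 viewpoints with at least 1000 counts in that window in each state, outside the bin of the viewpoint, entered. These 7 held 93.6% of all counts, and 12 of the 23 viewpoints had under 100 counts in both states. The lowest totals allow no statement about a bin pair.

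The calculations were tested on simulated data drawn from the summed matrix of the Nanog viewpoint, with its 300 bin pairs. The simulated counts were independent of each other, so the rates below do not cover the repeated and linked counts of the real data. Without a change, the 95% interval of a ringed pair held the true ratio in 96.2% of cases and excluded 1 in 3.8% of them. With the ringed pairs made 3-fold lower in primed cells, it excluded 1 in 93.8% of cases. With 200 bin pairs changed 2-fold, the matrix distance lay above every one of 1000 random splits in 100% of 40 simulations, and with no change in 0% of them. With no change it lay above the central 95% of the splits in 7.5% of the 40.

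Items named in the text followed a rule set before the data were examined, as were the tests and the alternatives unless stated otherwise. The rule took the ringed bin pairs, the pairs among the −5/promoter, +60 and +105 bins, the bin pairs with the highest and the lowest ratio among those with at least 50 counts, the same for the +60 viewpoint if it had the counts, which it did not, and each viewpoint that passed the minimum of 1000 counts. Alternatives changed the denominator, the width of the excluded region, the width of the bins, the weight of repeated fragment pairs, the correction for the number of fragments and the background. Coordinates are those of mm10. Gene positions come from the RefSeq annotation of GRCm38.p6, the same assembly. The genome sequence at hand was of NCBIM37, so it was used only to find the capture oligonucleotides, each searched on its own chromosome, and no position was carried from one build to the other. The FISH measurements were not analysed here.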

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

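All tests of explanations in this part were chosen after the values had been seen, and so were the minimum of 400 counts and the 6 gene bins looked at. The matrix distances were planned. Each state is a single pooled table per viewpoint, so differences between the libraries of the states cannot be told apart from differences between the states.

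From the viewpoint Sox2-SE, whose Tri-C matrix the paper does not show, the bin with the middle of Sox2 (34650001 to 34660000 of chromosome 3, mm10) is 94.8 kb away. It held 238 of 6480 reporters within 200 kb in naive cells, or 3.67% (exact 95% interval 3.23 to 4.16%), and 20 of 3752 in primed cells, or 0.533% (0.326 to 0.822%). The naive share was 6.89-fold the primed share (4.36 to 11.5), the highest ratio of 40 bins. Repeated fragment pairs argue little for it, since the ratio with each distinct pair counted once was 5.58 (3.32 to 10.0). A general fall of contacts at that distance is argued against by the 13 other bins within 3 bins of the same distance. Their ratios ran from 0.204 to 2.63 with a median of 0.811, all under the lower end of the interval. The bins on either side of the Sox2 bin were at 2.52 and 2.63, so the higher naive share was not confined to it. The gene itself starts at 34649995, in the bin just before. A difference between the libraries stays open for the ratio of 6.89. So does a biological one, which may be tied to the longer distance between the Sox2 promoter and its control region that the paper measured in primed cells by FISH. It is a hypothesis, found and tested on the same counts.

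Gene bins of the viewpoints outside the Nanog locus differed less. From cMyc-2 the Myc bin held 7.22% of reporters in naive and 3.60% in primed cells, a ratio of 2.01 (1.80 to 2.23), while from cMyc, 8.57 kb from the gene's middle, the ratio of the same bin was 0.979 (0.904 to 1.06). From Txnip-distal-SE the Txnip bin had a ratio of 1.29 (1.03 to 1.64), and with each distinct pair counted once 1.32 (0.991 to 1.78), which includes 1. As the first interval is too narrow, whether the ratio of 1.29 differs from 1 cannot be told. No biological explanation was tested for these bins.

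In primed cells a lower share of counts had both reporters within 200 kb of the viewpoint at 9 of the 11 viewpoints with at least 400 counts in each state, with Wilson 95% intervals apart. The fall ran from 5.01 percentage points (Txnip-distal-SE) to 21.6 (Klf4-distal-SE), and at the Nanog viewpoint the share went from 55.0% to 42.7%. It was seen in both pools, at 5 of 6 viewpoints of pool 1 and 4 of 5 of pool 2. Malt1 did not differ, and Lefty1-2 rose. Random ligation spread evenly along the chromosome is argued against. It would put the lost share over 50 Mb away in proportion to the chromosome there, a median of 47.0% over the 9 viewpoints, and the part found there was a median of 0.424% and at most 15.7%. Repeated counting of the same fragment pairs is argued against as the whole cause, since 8 of the 9 stayed lower with intervals apart when each pair was counted once. Less complete digestion next to the viewpoint in naive cells is argued against likewise, as 9 of 9 stayed lower without any count that had a reporter in the viewpoint bin. A difference between the libraries of the states stays open. The rise of 8.23 percentage points at Lefty1-2, captured from the same libraries as the other viewpoints of pool 1, is not what a uniform shift would give, but a local change could hide one. A change of chromatin between the states stays open too.

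Matrices were compared at viewpoints with at least 1000 counts within 200 kb in each state, once the bin of the viewpoint was left out. The naive and primed matrices were farther apart than in each of 1000 random splits of their summed counts at all 7 of them. These are the Nanog viewpoint and the 6 others, Dnmt3a-116kb, Elovl6-SE1, Sox2-SE, Txnip-distal-SE, cMyc and cMyc-2. The distance was 0.352 at Sox2-SE against a mean of 0.175 for its splits, and 0.191 at the Nanog viewpoint against 0.0958. Splits treat counts as independent, and repeated counting of the same fragment pairs could raise the distance. With each pair counted once, 5 of the 7 viewpoints stayed above every split. At Txnip-distal-SE 2 of the 1000 splits were as far apart, a share of 0.0210 with the real split included and multiplied by the 7 viewpoints, so repeated counting as the whole cause is argued against there too. At Dnmt3a-116kb 23 were as far apart, which puts the distance of 0.343 just above 0.342, the upper end of the central 95% of the splits. Multiplied by the 7 viewpoints the share is 0.168, so there the repeats cannot be told apart from a difference at this depth.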

How the results depend on the processing

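Alternatives were set before the data were examined, except the 5 kb parts of the −5/promoter bin and the thinning to 1000 counts. No paired analysis was possible because the tables carry no replicate, and for the same reason the replicate block and the leave-one-out fits were not run.

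The naive share of both ringed pairs stayed above the primed share under every alternative. The ratio for the gene body pair ran from 1.81 to 5.20 and for the +60 pair from 2.51 to 8.57 over the 10 alternatives set beforehand for each. The 1.81 is for 20 kb regions, which overlap for the gene body pair and so take in counts within the shared part (912 naive, 309 primed). The next lowest was 2.08, with each distinct pair counted once. Of the 10 alternatives, only the 5 kb regions with the same centres left the interval of the reported ratio. They gave 5.20 and 8.57, which rest on 2 and 1 primed counts. Of the added 5 kb parts, the −5 part with the gene body bin left it too, at 1.18 (95% interval 0.580 to 2.51), which includes 1, while the promoter part with the gene body bin was at 3.37. With the +60 bin the −5 part was at 2.33 and the promoter part at 4.90. The ratio of 3.60 between the −5 and promoter parts is for counts outside the ringed pairs.

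Of the enrichments over background 8 of 20 alternative values left the interval of the reported value, and of the share ratios 3 of 25. For the gene body pair in naive cells it was 3.50 against adjacent bin pairs, 1.39 against the product of the bins' reporter counts, 1.72 with each distinct pair counted once and 2.86 with 1 more bin excluded on each side of the viewpoint. In primed cells the same pair moved to 2.77 against adjacent pairs and 1.54 against the product, both above 1 beyond counting error, and by the product it was not lower than in naive cells. The neighbours of this pair include pairs at larger separations. The +60 pair moved to 2.11 against the product in naive cells and to 2.09 against adjacent pairs in primed cells. The cause was not tested for the other shifts.

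The reporter shares kept their direction for the −5/promoter bin (1.49 with each distinct pair counted once) and the +60 bin (1.17), and for the +105 bin the ratio stayed within counting error of 1, from 0.977 to 1.05. All 7 viewpoints lay above every random split in the window of 100 kb as well, and 5 with distinct pairs counted once. For the share of counts over 50 kb apart, the intervals of the states did not overlap at 3 of 7 viewpoints. This was 2 of 7 for over 100 kb and 4 of 11 with the minimum lowered to 100 counts. Depth limits the pairs with the +105 bin, the 5 kb regions, and the 12 viewpoints under 100 counts.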

Differences from the paper's values

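The legend of Supplementary Fig. S8 gives the difference track as naive minus primed, and the track drawn there runs below 0 around the −5 enhancer. In the three-way counts the share of reporters in the −5/promoter bin was 6.89% in naive and 3.63% in primed cells, so that naive minus primed was 3.26 percentage points, above 0. At the +60 bin it was 1.32 percentage points. The separate naive and primed tracks of the figure are also higher in naive cells at the −5 enhancer, so only the sign of the difference track differs.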

Other observations

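All tests of explanations in this part were chosen after the values had been seen. So were the thinning to 1000 counts and the gene bins. The matrix distances and the shares over 50 kb apart were planned.

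For the lower share of the ringed pairs in primed cells, a single fragment pair with many counts is argued against. Without its largest fragment pair the gene body pair had a naive over primed ratio of 2.55 (95% interval 1.62 to 4.17) and the +60 pair also 2.55 (1.34 to 5.27). A second candidate explanation is that the −5/promoter bin met the viewpoint less often in primed cells and that all its partners fell alike. With all counts this is argued against over its 23 partner bins. Their shares of the bin's 568 off-diagonal counts in naive and 218 in primed cells were 0.276 apart. None of 1000 random splits of the summed counts was as far apart. With each distinct fragment pair counted once, 8 of the 1000 splits were as far apart. Without the ringed partners, whose fall raised the question, none was with all counts and 22 were with distinct pairs. With distinct pairs the distance of 0.229 lay just above 0.227, the upper end of the central 95% of the splits. So close to that limit, an even fall of the other partners cannot be told apart from an uneven one once repeats are set aside. Partners moved both ways, from a ratio of shares of 5.76 (1.46 to 49.7) for 122640001 to 122650000, with 2 counts in primed cells, to 0.281 (0.117 to 0.656) for 122780001 to 122790000, among the 21 with counts in both states. An uneven fall with the +60 bin near the average stays open. The +60 bin received 9.51% of these counts in naive cells (exact 95% interval 7.22 to 12.2%) and 5.50% in primed cells (2.88 to 9.42%). The ratio of 1.73 (0.913 to 3.55) includes 1, so whether this contact fell more than the average partner of the bin cannot be told apart at this depth. For the gene body pair the ratio was 1.54 (1.03 to 2.36), close to 1 at its lower end, while the background from the bins' own reporter counts gave no fall. No biological explanation beyond the states was tested.

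How far apart the naive and primed matrices were at the Nanog viewpoint, relative to the other viewpoints, depended on the measure. With all counts, the excess of its distance over the mean of the random splits was 0.0951, which ranked 5 of 7, above cMyc-2 (0.0787) and Txnip-distal-SE (0.0686). The ratio of its distance to that mean was 1.99, below only that of Sox2-SE (2.01). Thinned to 1000 counts in each state, its mean excess was 0.0412, the lowest of the 7 but close to 0.0417 at cMyc-2 and 0.0451 at Txnip-distal-SE, and the highest was 0.141 at Elovl6-SE1. Within 100 kb, the other window set before the data were examined, its ratio was the highest of the 7, at 2.34 against 2.25 at Sox2-SE and 2.24 at cMyc-2, while its excess of 0.0874 was below that of Sox2-SE (0.165), Dnmt3a-116kb (0.121), cMyc (0.104) and Elovl6-SE1 (0.0961). With each distinct pair counted once, its ratio of 1.22 and its excess of 0.0371 were both below those of Sox2-SE (1.47 and 0.125), cMyc-2 (1.34 and 0.0561), Elovl6-SE1 (1.32 and 0.0878) and cMyc (1.32 and 0.0840).

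The share of counts with reporters over 50 kb apart differed between the states beyond the Wilson 95% intervals at 3 of 7 viewpoints, in both directions. It was higher in naive cells at Sox2-SE (21.7% against 16.9%) and cMyc (19.9% against 15.4%), and lower at Elovl6-SE1 (13.4% against 18.2%). Intervals that overlap do not rule out a difference. At the Nanog viewpoint they barely overlapped, with 19.4% (18.8 to 20.0%) in naive and 20.8% (20.0 to 21.6%) in primed cells.

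From the Nanog viewpoint the bin with the middle of Dppa3, 35.2 kb upstream, held 2.77% of reporters within 200 kb in naive and 2.45% in primed cells. The ratio was 1.13 (1.01 to 1.26), and 0.998 (0.849 to 1.17) with each distinct pair counted once. The first interval takes the 2 reporters of a count as independent, although 265 naive counts had both in this bin. It is too narrow, so whether the ratio differs from 1 cannot be told. The bin with the middle of Nanog, 47.5 kb downstream, held 4.81% in naive and 3.14% in primed cells, a ratio of 1.53 (1.39 to 1.68), and 1.25 (1.08 to 1.45) with each distinct pair counted once.

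The largest single fragment pair of Sox2-SE held 18.5% of its counts in naive and 16.6% in primed cells. It lies next to the viewpoint, where the bin was left out. The cause was not tested.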
